# Gene expression and locomotor recovery in adult rats with spinal cord injury and plasma-synthesized polypyrrole/iodine application combined with a mixed rehabilitation scheme

**DOI:** 10.3389/fneur.2023.1124245

**Published:** 2023-05-23

**Authors:** Angélica Coyoy-Salgado, Carlos Orozco-Barrios, Stephanie Sánchez-Torres, María Guadalupe Olayo, Guillermo Jesus Cruz, Juan Morales-Corona, Roberto Olayo, Araceli Diaz-Ruiz, Camilo Ríos, Laura Alvarez-Mejia, Rodrigo Mondragón-Lozano, Axayacatl Morales-Guadarrama, Ana Lucía Alonso-García, Omar Fabela-Sánchez, Hermelinda Salgado-Ceballos

**Keywords:** spinal cord injury, gene expression, VEGF, Tubb3, biopolymers, plasma-synthesized polypyrrole/iodine, rehabilitation, functional recovery

## Abstract

**Introduction:**

Spinal cord injury (SCI) can cause paralysis, for which effective therapeutic strategies have not been developed yet. The only accepted strategy for patients is rehabilitation (RB), although this does not allow complete recovery of lost functions, which makes it necessary to combine it with strategies such as plasma-synthesized polypyrrole/iodine (PPy/I), a biopolymer with different physicochemical properties than PPy synthesized by conventional methods. After SCI in rats, PPy/I promotes functional recovery. Therefore, the purpose of this study was to increase the beneficial effects of both strategies and identify which genes activate PPy/I when applied alone or in combination with a mixed scheme of RB by swimming and enriched environment (SW/EE) in rats with SCI.

**Methods:**

Microarray analysis was performed to identify mechanisms of action underlying the effects of PPy/I and PPy/I+SW/EE on motor function recovery as evaluated by the BBB scale.

**Results:**

Results showed robust upregulation by PPy/I in genes related to the developmental process, biogenesis, synapse, and synaptic vesicle trafficking. In addition, PPy/I+SW/EE increased the expression of genes related to proliferation, biogenesis, cell development, morphogenesis, cell differentiation, neurogenesis, neuron development, and synapse formation processes. Immunofluorescence analysis showed the expression of β-III tubulin in all groups, a decreased expression of caspase-3 in the PPy/I group and GFAP in the PPy/I+SW/EE group (*p* < 0.05). Better preservation of nerve tissue was observed in PPy/I and PPy/SW/EE groups (*p* < 0.05). In the BBB scale, the control group scored 1.72 ± 0.41, animals with PPy/I treatment scored 4.23 ± 0.33, and those with PPy/I+SW/EE scored 9.13 ± 0.43 1 month after follow-up.

**Conclusion:**

Thus, PPy/I+SW/EE could represent a therapeutic alternative for motor function recovery after SCI.

## 1. Introduction

Spinal cord injury (SCI) can cause permanent sensory and motor dysfunctions and paralysis (1, 2). In addition to the functional deficits that patients with an SCI have for life, they will also have to deal with a huge financial burden, which will impact their families, society, and health systems. This happens because therapeutic strategies for complete functional recovery have not yet been developed. Currently, rehabilitation (RB) is the only therapeutic strategy accepted worldwide for the treatment of these patients. Although RB benefits are limited and it does not allow the recovery of all lost functions after an SCI, it has been shown that RB in its different schemes modifies the expression of molecules related to regeneration and plasticity (3–7).

Several studies indicate that RB by swimming (SW) applied after SCI maintains and strengthens synaptic connections, promotes the expression of brain-derived neurotrophic factor (BDNF) and neurotrophin-3 (NT-3) (8), and improves motor function recovery (9–11).

Another kind of RB is provided by an enriched environment (EE), which consists of different elements that allow voluntary and free physical activity individually or in groups (12). RB by EE has been used in the treatment of different neurological diseases and has been shown to promote the expression of genes and molecules involved in the processes of neurogenesis, regeneration, and plasticity (13–15). Nevertheless, RB benefits are limited, and it does not allow the recovery of all lost functions (16).

In previous studies, our research group demonstrated the beneficial effect of using plasma-synthesized polypyrrole/iodine (PPy/I) after SCI in rats. PPy/I decreases inflammatory response, neuroprotects spinal cord tissue, reduces glial scar formation, and promotes the expression of molecules related to nerve plasticity and regeneration, as well as the recovery of motor function (17–21). In addition, our research group recently demonstrated that the combination of plasma-synthesized PPy/I and a mixed scheme of rehabilitation by SW/EE promotes nerve tissue preservation and the expression of nerve plasticity-related molecules 2 months after SCI (19).

Thus, in the present study, following SCI with or without the application of PPy/I or PPy/I and SW/EE, gene expression was analyzed by microarray analysis, identifying genes that could explain some possible mechanisms involved in motor function recovery in experimental animals. Although gene expression as the global epigenetic mechanism underlying these effects remains unknown, the increase in gene expression reported in the present study and its relationship with certain functional effects observed will allow for progress in this area of knowledge.

## 2. Materials and methods

### 2.1. Synthesis of the polymer PPy/I

The polymer PPy/I was synthesized and characterized as described previously (18, 20–22). Briefly, the polymer was synthesized in a tubular glass reactor of 25 cm. The pyrrole monomer (Sigma-Aldrich, St. Louis, MO, USA, 98%) and dopant iodine (Aldrich, 99.8%) were placed in separate containers and connected to the reactor by the lateral access ports. The process was started by reducing the pressure inside the reactor to 10^−2^ mbar, and then electric shocks were produced in the air with an Advanced Energy RFX-600 power generator set to 13.5 MHz, 700 V, and 80 W for 240 min (18, 20–22). This process generates thin films of PPy/I that adhered to the internal walls of the reactor. The films were swollen with acetone, washed with distilled water, removed from the walls, dried, and manually ground in an agate mortar for 10 min to obtain particles of different sizes and geometries (mesoparticles). The characterization of the plasma-synthesized PPy/I was performed by an infrared (IR) spectroscopy on a Thermo Scientific Nicolette iS5 spectrophotometer using 32 scans with a wavelength range of 400–4,000 cm^−1^ and a resolution of 4 cm-1. The morphological analysis was performed with a Jeol IT-100 scanning electron microscope using an acceleration voltage of 20 kV. The elemental analysis was done in a microscope that was coupled with an EDS Oxford INCA-XACT energy dispersion probe (Figure 1). The images were processed with the Olympus Measure IT program (21).

**Figure 1:**
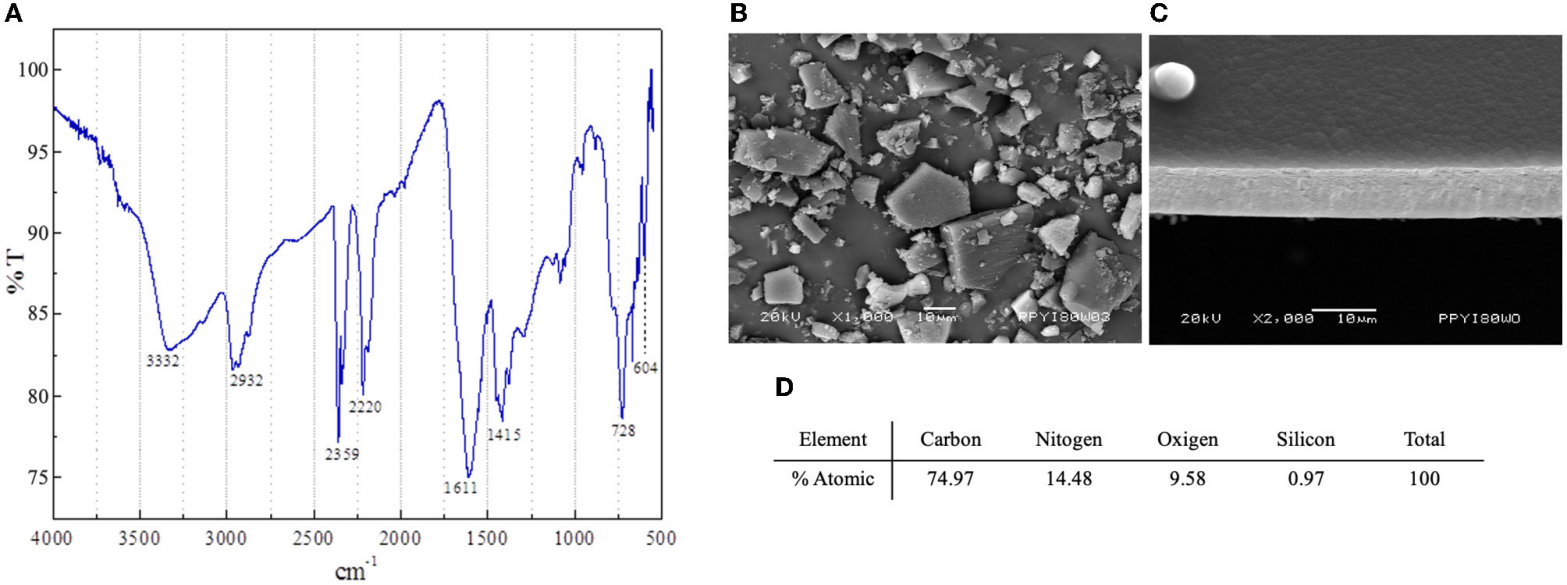
Characterization of polypyrrole-Iodine (PPy/I) synthesized by plasma. Fourier Transform Infrared (FT-IR) transmittance spectrum **(A)**; Scanning electron microscopy (SEM) photomicrograph of PPy/I particles obtained after grinding a thin film **(B)**; SEM photomicrograph of PPy/I thin film before grinding **(C)**; Elemental atomic % of carbon, oxygen and nitrogen in PPy/I **(D)**.

Once the materials were characterized, 5 mg of PPy/I mesoparticles were added to 1 ml of saline solution (physiological solution, 0.9% sodium chloride), placed in an ultrasonic agitator for 30 min to disintegrate the agglomerates, and sterilized in an autoclave (17, 18, 20, 21) to place the polymer at the site of injury in the spinal cord of the animals from the corresponding groups.

### 2.2. Animals

Adult female Long-Evans rats with 250–300 g of body weight were housed under standard conditions (12-h light/dark cycles, 22°C). Only female rats were included because although several studies in rodents with SCI have confirmed a protective bias for the female sex (23, 24), others have not found any difference (25, 26). Moreover, SCI prevents animals from lifting the back of the body and therefore dragging it to move, which in the case of male rats, causes lesions and infections in the scrotum that may compromise their state of health. All surgical and experimental procedures were carried out in accordance with the Regulation of the Mexican General Law of Health regarding research and science (27) and the Mexican Guidelines for Animal Care and Handling (NOM-062-ZOO-1999) (28) with the authorization of the National Committee for Scientific Research of the Mexican Institute of Social Security. All efforts were made to minimize animal discomfort and reduce the number of animals used.

Three groups were randomly formed: an untreated group (SCI), the group that received PPy/I, and the group treated with PPy/I+SW/EE.

### 2.3. Surgical procedure

The animals were anesthetized intramuscularly with a mixture of ketamine and xylazine at 75 and 25 mg/kg of body weight, respectively. Laminectomy was performed at the thoracic 9 vertebra (T9) level, and then an SCI was induced by using the NYU impactor stereotactic (29, 30). The presence of a hematoma at the lesion site was verified under a microscope, and then the muscle and skin were sutured in layers. Subsequently, an antibiotic (benzathine penicillin) was administered intramuscularly as a single dose (1,200,000 IU) and an analgesic on the water to drink (paracetamol, 5 ml/l of water) for 5 days. The animals were placed in individual boxes in the vivarium under the conditions previously described. The neurogenic bladder and the intestine were manually emptied every day until the animal regained sphincter control. The surgical wound was checked daily, and the general health of each animal was verified.

### 2.4. Treatments

PPy/I: 48 h after SCI, 5 mg/ml of PPy/I were administered by injecting a total volume of 30 μl directly into the spinal cord site of injury, while the animal was under anesthesia (17).

Rehabilitation: RB started 15 days after SCI in order to avoid increasing spinal cord damage due to the susceptibility of the nervous tissue during the initial stages after an injury of this nature (9, 31, 32).

Pre-training: The animals from the group that received SW/EE were subjected to a period of adaptation to the new environment 1 week before the induction of SCI. Each day, they were placed in a glass tank (149 × 18.5 × 30 cm) filled with water at a controlled temperature and with a non-slip acrylic platform at the end of the lane, so that the animal could rest during SW sessions. The SW sessions initially had 2 min of duration with increments of 1 min per session until 6 min that was reached at the end of the pre-training week (9). The animals received seeds or cereals as a reward at the end of the activity.

RB by Swimming (SW): The animals were placed in the tank with warm water every third day, with 2 min sessions that increase by 1 min each week until the end of 4 weeks (33). In each session, the animals received support from the rehabilitator to carry out the activity while regaining control of the posterior train. The hind limbs were massaged to relax the muscles and prevent atrophy (34) and passive-assisted mobilizations with circular movements, as allowed by each articulation were performed to facilitate the relearning of movement and control during SW.

RB in Enriched Environment (EE): The animals from the corresponding groups were placed in an EE area containing articles of different colors and textures, including exercise wheels, plastic tubes for labyrinths, exercise bars, and obstacle circuits, during 2 h daily until the end of the study. The location of the items and their distribution were modified periodically to avoid the habituation of the animals to the EE and to increase motor-sensory stimulation through novel activities. Social interaction with 5 or 6 other rats was also facilitated at the same time as the exploration of the environment (35).

### 2.5. Evaluation of functional recovery

One day after the surgical procedure, the animals were verified to have complete paralysis of the posterior extremities and, a week later, the weekly evaluation of motor recovery was performed using the Basso, Beattie, and Bresnahan functional scale (BBB) (36, 37). The BBB evaluates the movement and range of motion in all three hind limbs joints: hip, knee, and ankle, and whether the animal can support its body weight and coordinate movement between the back and the anterior extremities should also be evaluated. According to the degree of recovery of motor function that the animal achieves or does not achieve during 4 weeks of evaluation, it is given a score ranging from 0 to 21, where 0 indicates no movement and 21 represents a normal gait.

### 2.6. Tissue collection

The animals included in the study were euthanized 1 month after SCI, according to the Official Mexican Standard regarding the humane euthanasia of animals (NOM-033-SAG/ZOO-2014 and NOM-033-ZOO1995) (38, 39). Animals for immunofluorescence study were anesthetized with pentobarbital and perfused intracardially with 200 ml of saline solution plus 1000UI of heparin at room temperature, followed by 250 ml of 4% paraformaldehyde and glutaraldehyde (1:1,000). After perfusion, the spinal cord, including the epicenter of the lesion plus 1 cm in the rostral and 1 cm in the caudal directions, was extracted. The tissues were dehydrated, embedded in paraffin, and sectioned longitudinally at 6 microns thick from the periphery to the epicenter in a Leica microtome. Two slides, each containing 5 sections, were selected for each animal, with the ependymal canal used as a reference. Euthanasia of the animals for gene expression microarray assay was performed by decapitation using a guillotine designed for small animals (World Precision Instruments, Inc. Sarasota, FL USA; Model DCAP-M, serial 133708 9K) under optimal conditions of use. Euthanasia was performed by specialized personnel in a room where only one animal was placed at a time. The animal was delicately taken from its cage using a fleshy glove and its head was placed in the guillotine proceeding to the decapitation in a single movement. Subsequently, the spinal cord, including the epicenter of the lesion plus 0.5 cm in the rostral direction and 0.5 cm in the caudal direction, was collected fresh at 4°C and immediately stored at −70°C until RNA extraction. The body of the animal was removed from the room, placed in a yellow bag, and taken to the corresponding area of the bioterium and, the area used was cleaned before introducing the next animal.

Total RNA was extracted from spinal cords using TRIzol Reagent (Invitrogen) according to the manufacturer's instructions. RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and the software 2100 Expert. Only, the samples with an RNA integrity number (RIN) value above 8.0 were used for further processing.

### 2.7. Gene expression microarray assay

Microarray experiments were performed in the Microarray Core Facility at the National Institute of Genomic Medicine (INMEGEN, Mexico City, Mexico). Target cDNA was prepared according to the Whole-Transcript Sense Target Labeling Protocol (P/N 703174, Thermo Fisher Scientific). The labeled cDNA product was hybridized to the GeneChip rat Clariom S microarray (Affymetrix). The samples were washed with low-stringency and high-stringency buffers and were stained with streptavidin–phycoerythrin using the GeneChip Fluidics Station 450 with the FS450_0002 protocol. The GeneChip Scanner 3000 7G (Affymetrix) was used to collect fluorescent signals, and Expression Console software (Affymetrix) was used to obtain intensity signal and quality data of the scanned arrays. Raw microarray intensity data were pre-processed and quantile normalized using the Transcriptomic Analysis Console (TAC) Software 4.0.1 (Thermo Fisher Scientific).

An unpaired one-way ANOVA and a false discovery rate (FDR) analysis were performed. Results obtained with the TAC Software 4.0.1 were reported. Using a detection technique of the more than 20,000 transcripts represented on the Affymetrix rat GeneChip, only those transcripts that showed a differential gene expression with a fold change (Fc) >2 and *p* < 0.05 were considered statistically significant and non-random and were analyzed in the present study. The original data were pre-processed by the RMA function with the Affymetrix package of R language (40). The original CEL files were switched into probe expression measures, and the probe-level data were converted into gene names by an annotation package supported by the GCBI platform. After the normalization and statistical analysis of the raw microarray data, all treatments were compared against the SCI untreated group.

Validation of Selected Differentially Expressed Genes by RT-qPCR: The genes with the highest Fc among treatment comparisons and with relevance in the enriched biological processes and cellular component were selected. Thus, Tubb3, Tubb4, and VEGFb were selected for the gene expression validation, where PPy/I increased the expression of the Tubb3 gene, while PPy/I+SW/EE increased the expression of Tubb 4 and VEGFb.

cDNA was synthesized from 1 μg of total RNA using the M-MVL reverse transcriptase according to the manufacturer's instructions (Invitrogen, Carlsbad, CA, USA) with oligo-dT12–18 as primers. The reaction was placed in a thermocycler (Bio-Rad, USA) using the following program: 10 min at 25°C for one cycle, 50 min at 37°C for one cycle, and 15 min at 70°C for one cycle.

The qPCR assay was performed with UPL probes for vascular endothelial growth factor B (Vegfb) NM_053549.1 (cat. no. 04688651001), tubulin β class IVa (Tubb4) NM_080882.1 (cat. no. 04687965001), and tubulin β class III (Tubb3) NM_139254.2 (cat. no. 04686942001) (Roche, Germany). Transcripts of the Hprt1 gene, own design, were used as a housekeeping gene. The following TaqMan primers and probes were used: Hprt1 Fw: 5'-CAG ACT TTG GAT TTG AA-3', Probe: 5'-CCA GAC AAG TTT GTT GGA TAT GCC CTT-3', Rv: 5'-ATC CCT GAA GTG CTC ATT ATA G-3' (PrimeTime^®^ qPCR Assays, IDT DNA, USA).

The Vegfβ, Tubb4, Tubb3, and Hprt1 genes of samples were amplified with the LightCycler TaqMan Master Mix reagent (Roche, Germany) and detected on a Light Cycler 2.0 thermal cycler (Roche, Germany). Relative quantification was assessed using the formula 2-ΔΔCT and by normalizing the amount of the target gene to the Hprt1 housekeeping gene.

All data were analyzed and plotted using the GraphPad Prism 5.0 software for Windows XP (GraphPad Software, CA, USA). Statistical analysis was performed using one-way ANOVA followed by Bonferroni *post hoc* test for the gene expression experiment. Values of *p* < 0.05 were considered statistically significant.

### 2.8. Morphometric analysis

One slide, which contains five sections, was selected for each animal and stained with hematoxylin-eosin. Panoramic images were taken with a Leica clear field microscope. Quantification of the preserved tissue was done by using FIJI software. The total area of each section was determined, and the thinning of the spinal cord and the presence of microcysts and cysts were evaluated.

### 2.9. Immunofluorescence analysis

The selected slides were placed in an oven at 60°C to remove excess paraffin, dehydrated in a series of graded alcohols, and placed in a Coplin jar with 10 mM citrate buffer at pH 6, inside a pressure cooker for 20 min to perform antigen recovery. Then, the tissues were permeabilized with PBS-T (0.01 M PBS and 0.1% Triton) for 30 min. Non-specific sites were blocked with 5% horse serum in PBS-T in a humid chamber for 30 min, and the tissues were incubated with goat anti-GFAP (1:500, Abcam), rabbit anti-cleave caspase-3 (1:300, Cell Signaling), and mouse anti–βIII-tubulin (1:500, Abcam) primary antibodies in a humid chamber at 4°C overnight. Afterward, the tissues were washed with PBS-T and incubated with Alexa Fluor^®^ 488 donkey anti-rabbit IgG (1:500, Molecular Probes), Alexa Fluor^®^ 594 donkey anti-goat IgG (1:500, Molecular Probes), and Alexa Fluor^®^ 405 donkey anti-mouse IgG (1:500, Molecular Probes) secondary antibodies for 2 h at room temperature in the dark. Then slides were placed in a solution of 0.1% Black Sudan B (Sigma-Aldrich) in 70% ethanol for 15 min, the excess Black Sudan B was removed using distilled water and PBS-T. The tissues were covered with VECTASHIELD^®^ and a coverslip and were observed under a confocal Nikon TI eclipse microscope.

## 3. Results

### 3.1. Gene expression

Gene expression microarrays were used to identify differentially expressed genes (DEGs). 

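Gene expression was measured in the injured spinal cord of rats 1 month after SCI, with 3 groups (SCI, PPy/I and PPy/I+SW/EE) and 3 biological replicates per group, each on its own Clariom S rat array. The tissue was the cord from 0.5 cm to each side of the epicenter at thoracic vertebra 9. PPy/I, polypyrrole doped with iodine and synthesized by plasma, was injected at the injury site 48 h after SCI (30 µl at 5 mg/ml). In PPy/I+SW/EE, swimming with 2 h per day in an enriched environment started on day 15. These rats also had swim training before SCI, and massage and passive mobilization of the hind limbs. The SCI group was untreated, and the paper describes no vehicle injection for it. An effect of PPy/I can therefore not be told apart from one of the injection. The deposited values were log2 expression per probe set, and they were used without a further normalization. They covered 23188 probe sets for genes, of which 15049 carry 1 gene symbol and 8139 carry none. Array medians lay between 6.51 and 6.55, and the medians of the negative control probe sets between 5.02 and 5.62. The mean of 40.9% of the gene probe sets lay under the highest of these control medians. Correlations between arrays were 0.982 to 0.993 within a group and 0.985 to 0.994 between groups. PPy/I+SW/EE replicate 3 lay apart from the other arrays on the first principal component, which held 27.7% of the variance. Each treatment was compared with SCI, and the treatments with each other, in limma with all 9 arrays in 1 fit. Counts are given at the study's criterion, which is a fold change of 2 or more with an unadjusted p under 0.05, and at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are from group means. Those in the study's tables lay closer to Tukey's biweight averages, a comparison made after seeing the values. They were within 1.1 times for 104 of 109 genes with these averages, against 22 with means. Genes listed by the study can therefore miss the criterion here. The 37 gene lists were fixed before the data were examined, from the paper's topics and from cell types of the cord. Topics that the paper drew from these same arrays, such as hemoglobin and synapse genes, are not independent choices. Each list was tested with camera at a preset correlation between genes of 0.01 and adjusted over the lists of a comparison. No list passed an adjusted p under 0.05 in any comparison once this correlation was estimated from the arrays, and that p stands beside each list called below. The median standard error of a log2 fold change was 0.22, and the number of arrays limits this precision.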

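The genes with the largest changes after PPy/I+SW/EE were hemoglobin genes, which stood lower than after SCI alone. At a fold change of 4 or more with an unadjusted p under 0.05, Hbb, a beta globin, fell by 2.13 on the log2 scale (standard error 0.53) and Hbbl1, a beta globin-like gene, fell by 2.02 (standard error 0.55). Hba-a3, an alpha globin, passed the same limit downward and went from a mean of 11.90 in SCI to 9.56 (standard error of the difference 0.56). No other probe set passed this limit after PPy/I+SW/EE. After PPy/I, 2 probe sets passed it upward and 0 downward: Ncbp2, a subunit of the nuclear cap-binding complex (log2 fold change 2.13, standard error 0.68), and a probe set without a gene symbol (2.17). Ncbp2 varied between the arrays of PPy/I, with a mean of 7.37 and an SD of 1.42, against 5.24 and 0.09 in SCI. This SCI mean lay within the range of the negative control medians (5.02 to 5.62). At an adjusted p under 0.05, limma called 0 of 23188 probe sets in either treatment, and the methods' ANOVA and a plain t-test called 0 as well. The smallest adjusted p was 0.984 for PPy/I and 0.962 for PPy/I+SW/EE. At an unadjusted p under 0.05, 483 probe sets were higher and 430 lower after PPy/I (3.94% of those tested), and 502 were higher and 580 lower after PPy/I+SW/EE (4.67%), where chance gives 5%.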

Using an adjusted *p*-value of < 0.05 and |logFC| > 2 as the threshold, a volcano plot developed with R software showed the distribution of all DEGs. The results obtained are included as Supplementary material and showed that PPy/I modified the expression of 82 genes, of which 65 increased their expression and 17 decreased it (Supplementary Table 1), while PPy/I+SW/EE modified the expression of 84 genes, of which 41 increased their expression and 43 decreased it (Supplementary Table 2 and Figure 2).

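For PPy/I, 45 probe sets rose and 8 fell at the study's criterion, of which 31 and 2 carry a gene symbol. After PPy/I+SW/EE 12 rose and 29 fell at this criterion, of which 6 and 16 carry a symbol. Next to Ncbp2, the genes with a symbol that rose most after PPy/I at this criterion were Masp1, a protease that starts the lectin pathway of complement (log2 fold change 1.74, standard error 0.45), and Vgf, the precursor of neuronal secreted peptides (1.63, standard error 0.38). Vgf went from 7.29 ± 0.52 in SCI to 8.92 ± 0.35 in PPy/I (SD, n = 3 per group). Sst, the inhibitory peptide somatostatin, rose by 1.45 (standard error 0.57) at the same criterion, Lynx1, a modulator of nicotinic receptors, by 1.40 (standard error 0.53), and Ache, acetylcholinesterase, by 1.33 (standard error 0.48). Ccl9, a chemokine, fell by 1.61 (standard error 0.43) at this criterion, from 8.10 ± 0.79 to 6.49 ± 0.76 (SD, n = 3 per group). After PPy/I+SW/EE, Mrgprx2, a receptor of mast cells, rose by 1.44 (standard error 0.45) at the criterion, and Papss2, an enzyme that makes the sulfate donor of proteoglycans, by 1.14 (standard error 0.33). Rsad2, an antiviral gene induced by interferon, fell by 1.27 (standard error 0.37) at the criterion after PPy/I+SW/EE, from 8.29 ± 0.96 to 7.02 ± 0.06 (SD, n = 3 per group). None of these genes passed an adjusted p under 0.05 over all probe sets. The p was 0.05 or more for Sst without SCI replicate 1 (0.111), PPy/I replicate 2 (0.0825) or 3 (0.0624), for Lynx1 without SCI replicate 3 (0.0577), PPy/I replicate 2 (0.0706) or 3 (0.0586), and for Ache without PPy/I replicate 3 (0.0611). The log2 fold change fell short of the criterion for Mrgprx2 without PPy/I+SW/EE replicate 3 (0.92), for Papss2 without SCI replicate 1 (0.97) or PPy/I+SW/EE replicate 1 (0.88), and for Rsad2 without SCI replicate 3 (-0.86). In 49 of the 53 probe sets called for PPy/I and 18 of the 41 called for PPy/I+SW/EE, no treated array overlapped with an SCI array. Among all probe sets this held for 10.5% and 8.88%, against 10% by chance. The counts for PPy/I were 88 and 24 without SCI replicate 3, 74 and 17 without PPy/I replicate 1, and 74 higher without PPy/I+SW/EE replicate 3, and the 8 lower became 19 without SCI replicate 1, 26 without SCI replicate 2 and 15 without PPy/I replicate 2. Those for PPy/I+SW/EE were 202 and 81 without its replicate 3, 106 and 90 without SCI replicate 3, and the 12 higher became 20 without SCI replicate 1, 7 without SCI replicate 2, 36 without PPy/I+SW/EE replicate 1 and 32 without its replicate 2.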

**Figure 2:**
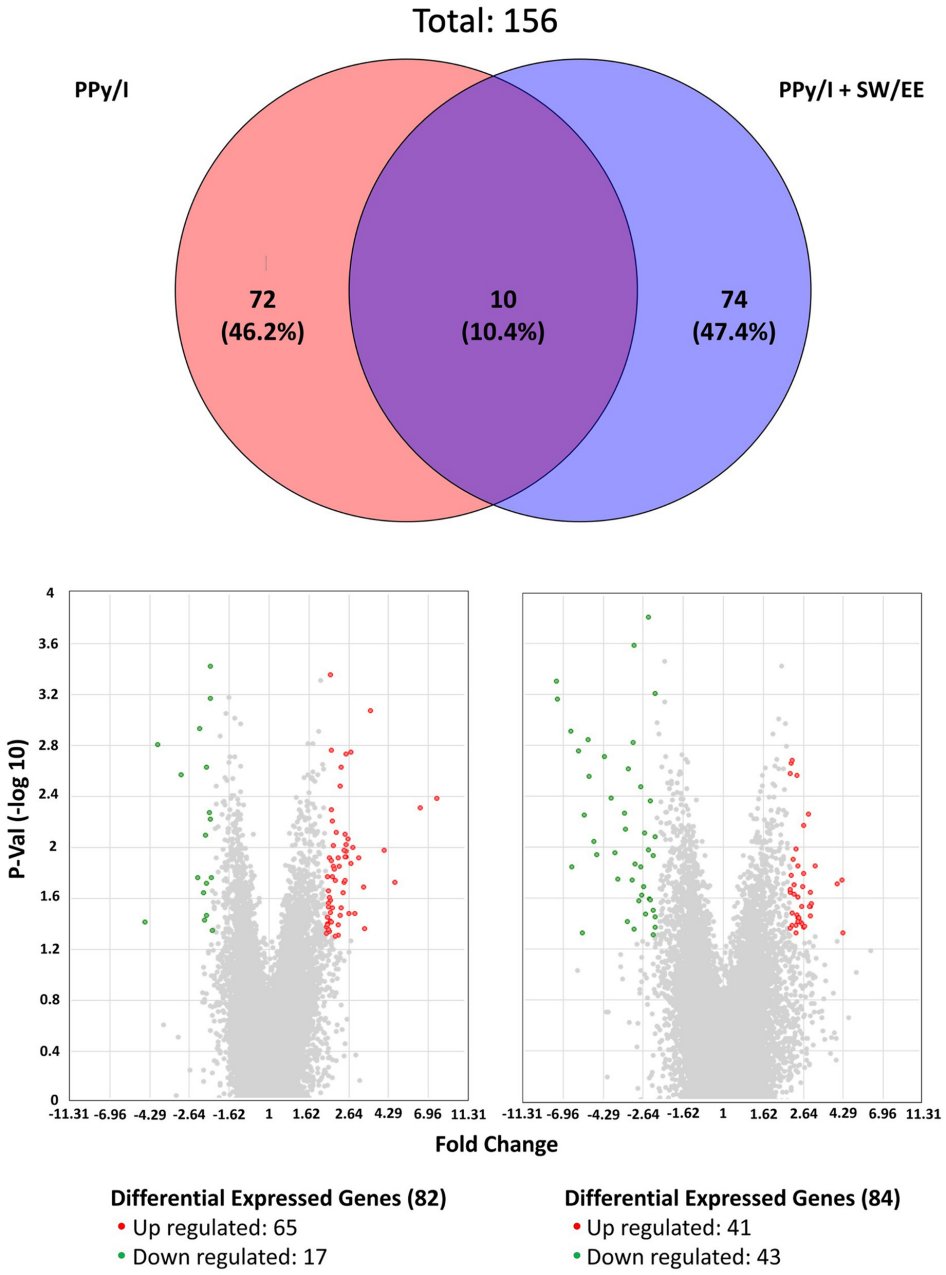
Plasma-synthesized polypyrrole/iodine (PPy/I) and PPy/I plus swimming and enriched environment (PPy/I + SW/EE), treated groups promote changes in the gene expression profile of spinal cord injury (SCI). Venn's diagram was constructed by using the genes that changed their expression with the application of PPy/I and PPy/I + SW/EE treatments when compared with the untreated spinal cord injury group. PPy/I differentially regulated 82 genes while PPy/I + SW/EE regulated the expression of 84 transcripts. Volcano plot of differentially expressed genes (DEGs) between spinal cord injury (SCI) group without treatment and PPy/I or PPy/I + SW/EE treated groups. Volcano plot of DEGs screened on the basis of |logFC| > 2 and adjusted *p*-value < 0.05. The red points represent up-regulated genes, the green points represent down-regulated genes, and the gray points represent genes with no significant difference.

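After both treatments 6 probe sets rose at the study's criterion, 0 fell in both and 0 went in opposite directions. None of the 6 carries a gene symbol, and 2 of them had the same values as each other. Their log2 fold changes were 1.09 to 1.87 after PPy/I and 1.05 to 1.85 after PPy/I+SW/EE. Among named genes, Hapln4, a link protein of perineuronal nets, had log2 fold changes of 1.06 after PPy/I and 0.91 after PPy/I+SW/EE (standard error 0.30 for both), and only the former met the criterion. Brinp1, a gene of neuronal differentiation, had 0.94 and 0.76 (standard error 0.34 for both), under a fold change of 2 in each. Over all probe sets the log2 fold changes of both treatments correlated with r = 0.57, a correlation across genes, which are not independent replicates. Both comparisons use the same SCI arrays, and the 3 controls could not be split between them, so part of this relation can come from the shared controls. In 100 simulated data sets of unchanged groups set against these SCI arrays, 5.41 probe sets on average rose in both (0 to 155). The mean r was 0.41 (-0.862 to 0.938), and the mean covariance was 0.0320 (-0.0280 to 0.155) against 0.0403 observed. The observed values lie within these ranges. Independent lists of these sizes would share 0.0233 probe sets upward. The 6 became 61 without PPy/I+SW/EE replicate 3, 36 without SCI replicate 3, 3 without PPy/I+SW/EE replicate 1, 2 without PPy/I replicate 2 and 1 without SCI replicate 2. The 0 that fell in both became 12 without SCI replicate 3, 6 without SCI replicate 1, 4 without SCI replicate 2, 3 without PPy/I+SW/EE replicate 3 and 1 without PPy/I replicate 1 or without PPy/I replicate 2.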

Enrichment analysis of gene ontology categories using the database Protein ANalysis THrough Evolutionary Relationships (PANTHER) was performed to identify possible biological processes amended by PPy/I or by PPy/I+SW/EE 1 month after SCI. The lists of the DEGs are included in the supplementary material (Supplementary Tables 3, 4), which shows genes related to “molecular function,” “biological processes,” “cellular component,” and “protein class” that were classified under one or more Gene Ontology (GO) categories. Cross-examination using the DAVID enrichment algorithm (41, 42) was performed (Supplementary Tables 3, 4).

In the PANTHER database, the most enriched categories in “biological processes” were “cellular process,” while in the category “cellular components” were “cell part” for PPy/I (Figures 3, 4) and PPy/I+SW/EE (Figures 5, 6).

**Figure 3:**
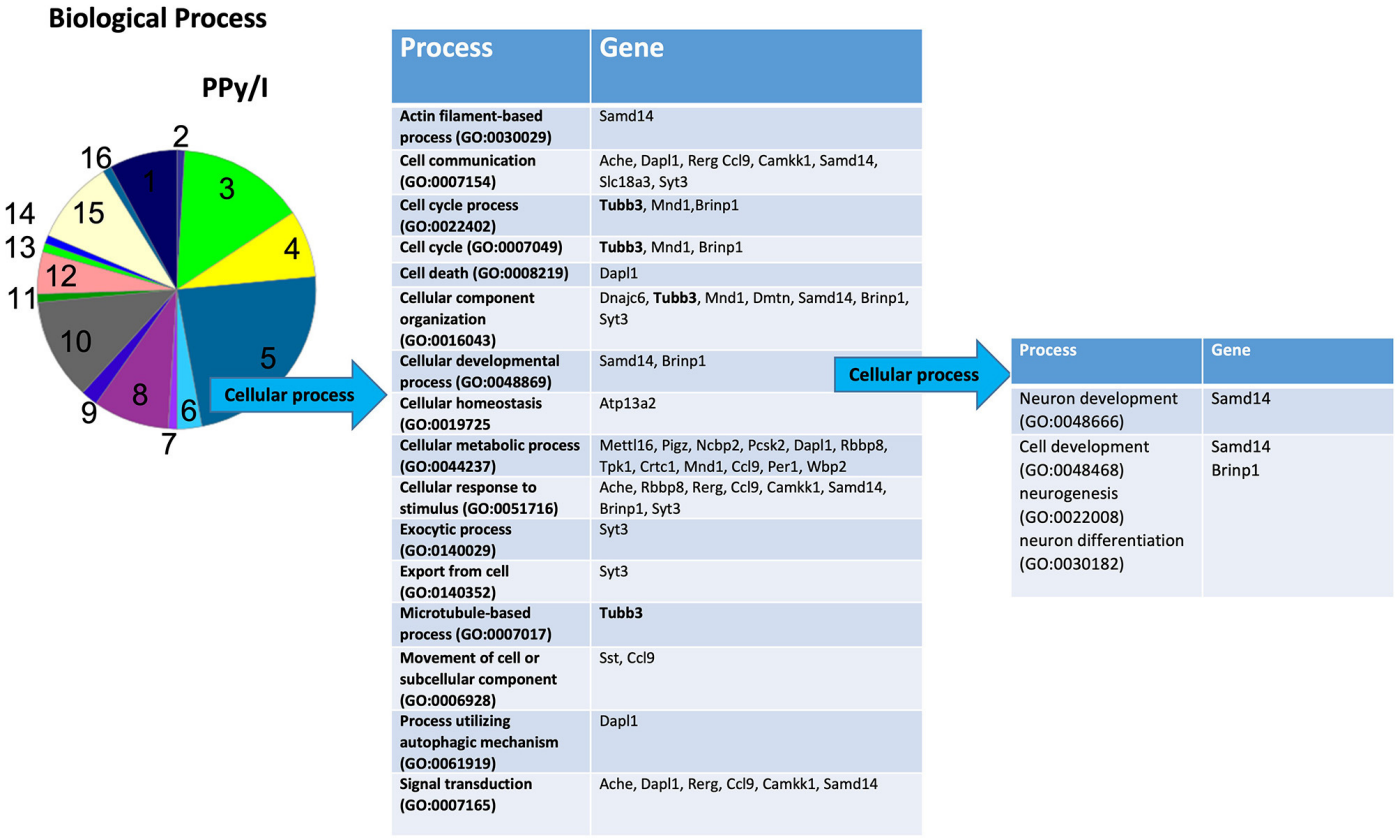
Enriched analysis of the genes group regulated by plasma-synthesized polypyrrole/iodine (PPy/I) application. The proteins coded by the differentially expressed genes after PPy/I treatment were analyzed with PANTHER. The diverse biological processes in which the gene products participate are shown. As the category of cellular process was the most enriched by PPy/I application, a second analysis was performed with the aim to determine sub-categories. The pie charts show the enriched categories for PPy/I treatment after a spinal cord injury (SCI).

**Figure 4:**
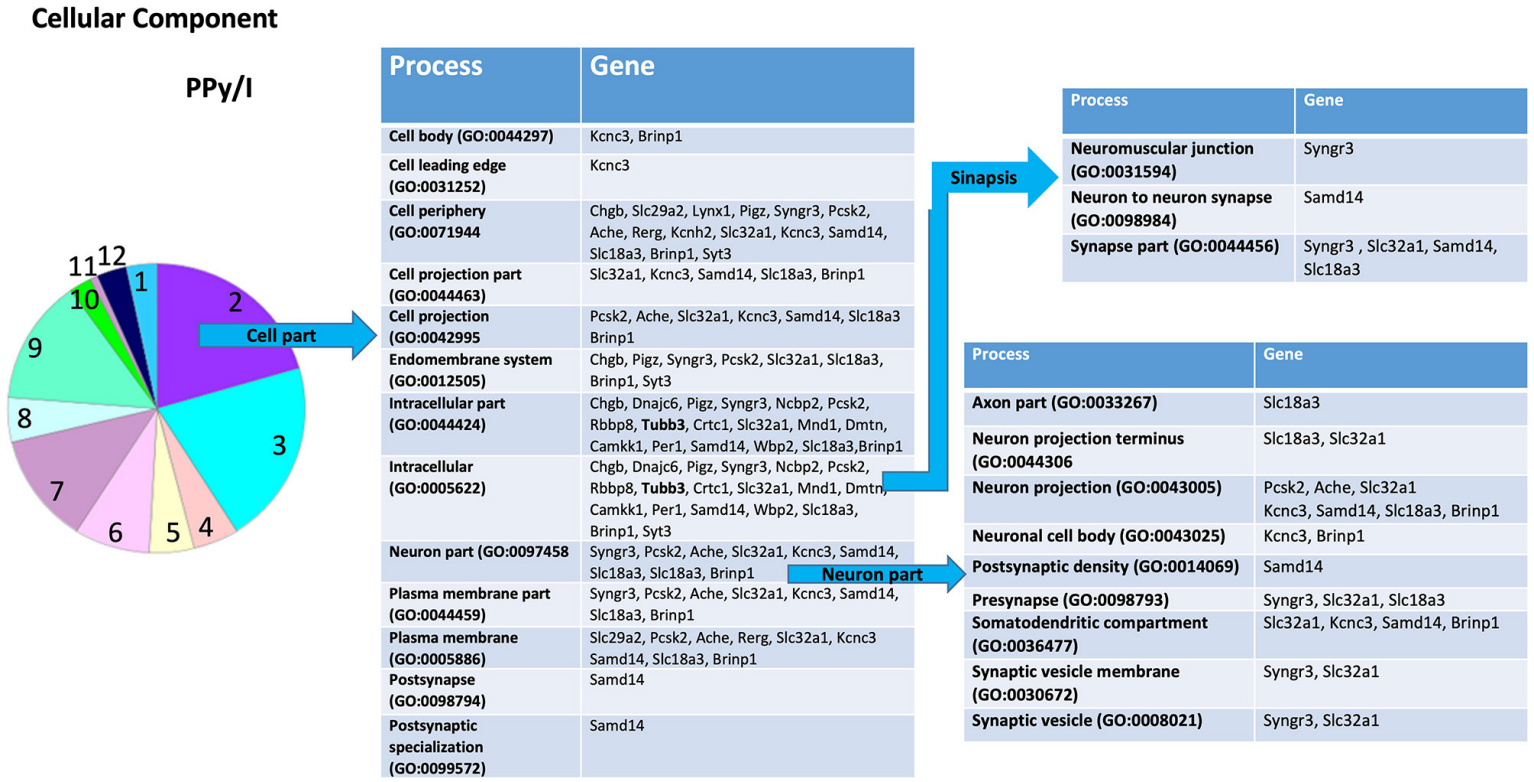
Enrichmed analysis of the group of genes regulated by plasma-synthesized polypyrrole/iodine (PPy/I) application. The proteins coded by the genes differentially expressed after PPy/I treatment were analyzed with PANTHER. The diverse cellular processes in which the gene products participate are shown in the tables. As the category of cell part was the most enriched by PPy/I, a second analysis was performed to determine sub-categories. The pie charts show the enriched categories for PPy/I treatment after a spinal cord injury (SCI).

**Figure 5:**
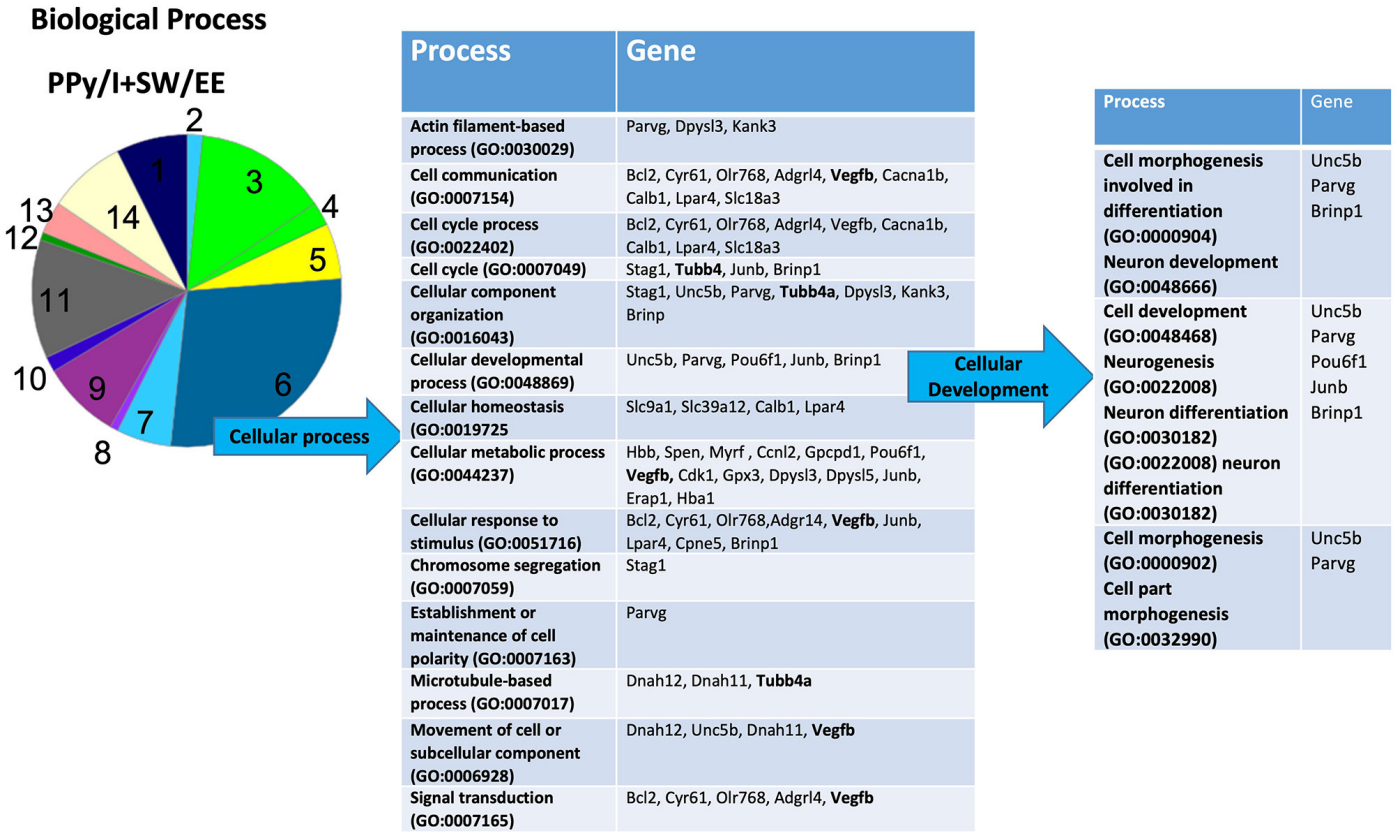
Enrichment analysis of the group of genes regulated by plasma-synthesized polypyrrole/iodine and a swimming and enriched environment (PPy/I + SW/EE). The proteins coded by the differentially expressed genes after PPy/I + SW/EE treatment were analyzed with PANTHER. The diverse biological processes in which the products of the participating gene are shown. As the category of cellular processes was the most enriched by PPy/I, we performed a second analysis to determine sub-categories. The pie charts show the enriched categories for PPy/I +SW/EE treatment after a spinal cord injury (SCI).

**Figure 6:**
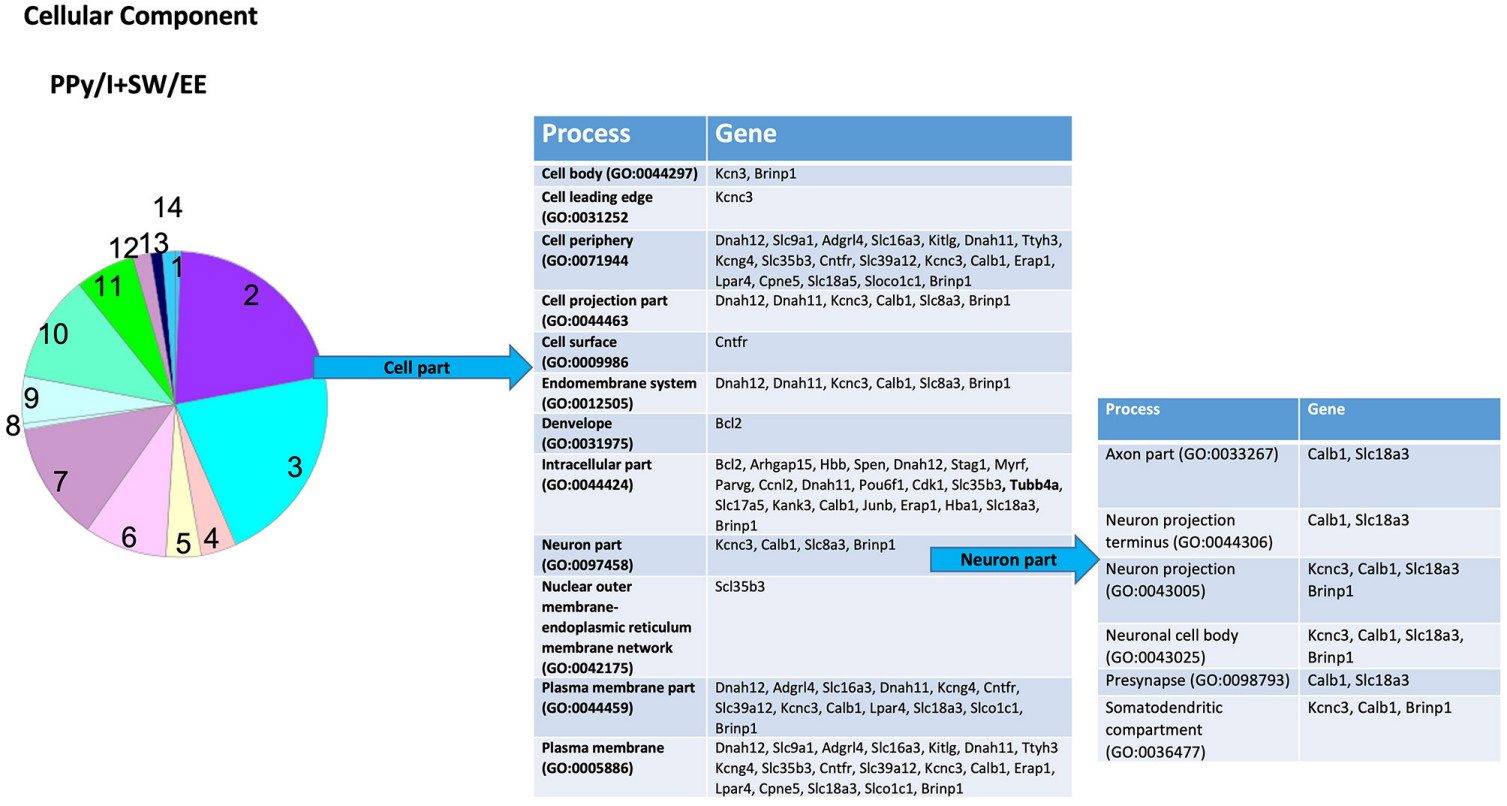
Enrichment analysis of the group of genes regulated by plasma-synthesized polypyrrole/iodine (PPy/I) plus swimming and enriched environment treatments (PPy/I + SW/EE). The proteins coded by the differentially expressed genes after PPy/I + SW/EE treatment were analyzed with PANTHER. The diverse cellular processes in which the gene products participate are shown in the tables. As the category of cell part was the most enriched by PPy/I + SW/EE, a second analysis was performed to determine sub-categories. The pie charts show the enriched categories for PPy/I + SW/EE treatment after a spinal cord injury (SCI).

According to the PANTHER database, PPy/I administration modified some genes in the sub-category “cellular process,” a derivate of the “biological processes” category. The sub-category “cellular process” includes processes such as “actin filament-based process,” “cell communication,” “cell cycle,” “cell death,” “cellular component organization,” “cellular development,” “cellular homeostasis,” “cellular metabolic process,” “cellular response to stimulus,” “exocytic process,” “export from cell,” “microtubule-based process,” “movement of cell or subcellular component,” “process utilizing autophagic mechanism,” and “signal transduction” (Figure 3).

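Genes of neurogenesis and neuron development stood slightly higher after PPy/I than after SCI alone, as did genes of axon growth and regeneration. Of 34 measured genes of neurogenesis and neuron development, 25 lay above SCI and 9 below, and the list rose by a median of 0.12 on the log2 scale (adjusted p = 0.0138, and adjusted p = 0.482 with an estimated correlation). No member met the study's criterion, none passed when adjusted over the list alone, and 3 had an unadjusted p under 0.05: Brinp1 and Samd14 upward, and Cd24, a surface glycoprotein, downward (log2 fold change -0.56). Samd14 went from 7.25 ± 0.18 to 8.16 ± 0.34, and Brinp1 from 8.18 ± 0.47 to 9.12 ± 0.26 (SD, n = 3 per group). Of 37 genes of axon growth and regeneration, 26 lay above SCI, and the list rose by a median of 0.17 (adjusted p = 0.00554, and adjusted p = 0.482 with an estimated correlation). Vgf was the member that met the study's criterion, and 1 member passed when adjusted over the list alone. Gap43, a protein of growth cones, had a log2 fold change of 0.17 (standard error 0.24). Table S3 places Brinp1, Samd14 and Hapln4 under developmental process, and these 3 all had an unadjusted p under 0.05 upward, though the study chose them on these samples, so they are not independent evidence. Without the genes of the study's tables the neurogenesis list had an adjusted p of 0.462 and the axon growth list 0.0524. The neurogenesis call also ended without PPy/I replicate 3 (0.342), SCI replicate 1 (0.0557) or SCI replicate 2 (0.0539), and with dim probe sets left out (0.128), and the axon growth call ended without PPy/I replicate 3 (0.0873).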

In the sub-category “cellular developmental,” PPy/I-regulated genes include processes such as “neurogenesis,” “neuronal development,” and “neuronal differentiation” (Figure 3). In the sub-category “cell part,” a derivate of “cellular component” category, the sub-category “cell part” includes processes such as “cell body,” “cell leading edge,” “cell periphery,” “cell projection part,” “cell projection,” “endomembrane system,” “intracellular part,” “neuron part,” “plasma membrane part,” “postsynapse,” and “postsynaptic specialization.” The sub-category “neuron part” contains genes related to processes such as “axon part,” “neuron projection,” “neuronal cell body,” “postsynaptic density,” “presynapse,” “somatodentritic compartment,” and “synaptic vesicle membrane” (Figure 4).

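Genes of neurons and synapses stood higher in the injured cord after PPy/I. All 26 measured neuron markers lay above SCI, and the list rose by a median of 0.73 on the log2 scale (adjusted p = 1.44e-11, and adjusted p = 0.482 with an estimated correlation). Of 51 presynaptic and synaptic vesicle genes, 46 lay above SCI, and the list rose by a median of 0.50 (adjusted p = 1.44e-11, and adjusted p = 0.482 with an estimated correlation). At the study's criterion 2 neuron markers rose, Ncdn, the neuronal protein neurochondrin (log2 fold change 1.33, standard error 0.53), and Thy1, a surface glycoprotein of neurons (1.31, standard error 0.54). Thy1 went from 12.39 ± 0.26 in SCI to 13.71 ± 0.16 in PPy/I (SD, n = 3 per group). Of the presynaptic genes 7 rose at this criterion, among them Prrt2, a protein of transmitter release (1.27, standard error 0.46), and Syt3, a synaptotagmin (1.17, standard error 0.42). None of the members of these lists passed when adjusted over the list alone. The p was 0.05 or more for Ncdn without SCI replicate 1 (0.0654) or 2 (0.0861) or PPy/I replicate 3 (0.0905), for Thy1 without any of the SCI arrays (0.0503 to 0.0924) or of the PPy/I arrays (0.0528 to 0.0758), for Prrt2 without SCI replicate 1 (0.0700), and for Syt3 without PPy/I replicate 3 (0.0642). Inhibitory neuron genes rose by a median of 0.75, with 15 of 16 above SCI (adjusted p = 1.65e-06, and adjusted p = 0.482 with an estimated correlation), and the peptide genes Pdyn and Npy had log2 fold changes of 0.90 and 0.81. Voltage-gated ion channels rose by a median of 0.37, with 36 of 41 above SCI (adjusted p = 1.06e-06, and adjusted p = 0.559 with an estimated correlation). Postsynaptic genes rose by a median of 0.25, with 29 of 36 above SCI (adjusted p = 9.80e-04, and adjusted p = 0.641 with an estimated correlation), and their call ended without PPy/I replicate 3 (0.179). Myelin and oligodendrocyte genes rose as well (median 0.17, adjusted p = 0.00928, and adjusted p = 0.641 with an estimated correlation), a call that ended without SCI replicate 1 (0.142) or PPy/I replicate 2 (0.126). Nuclear-retained and intron-retaining transcripts fell by a median of 0.20 (adjusted p = 0.00334, and adjusted p = 0.641 with an estimated correlation), a call that ended without PPy/I replicate 3 (0.211) and turned without SCI replicate 2 (0.730). The mean score of the neuron markers was higher in every PPy/I array than in every SCI array (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). Chance separates 10% of scores in this way, in either direction.

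**Figure D1:**
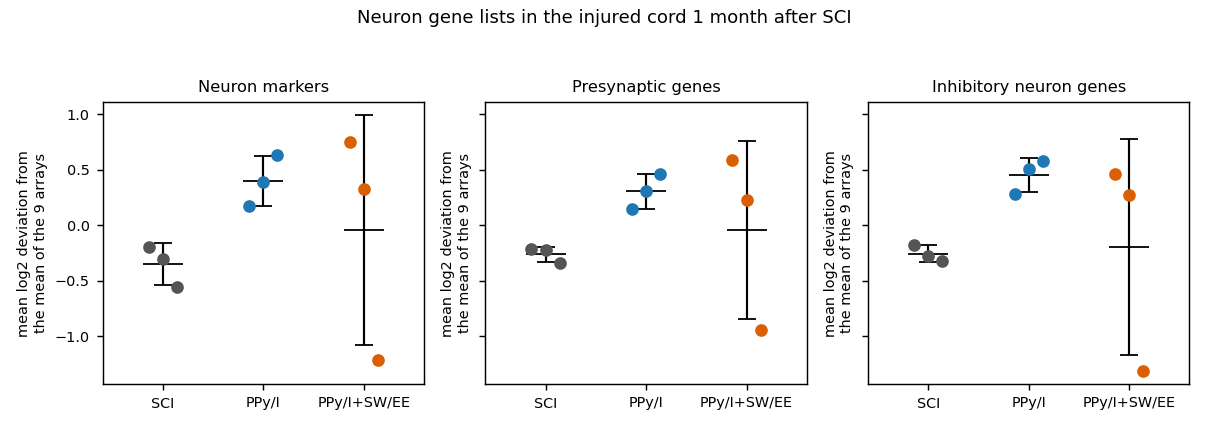
Mean score of the neuron markers, presynaptic genes and inhibitory neuron genes (log2, each gene centred on its mean over the arrays) in each array of SCI, PPy/I and PPy/I+SW/EE, where points are arrays, horizontal bars the mean and error bars the SD. For the neuron markers the SCI arrays lie between -0.56 and -0.19 and the PPy/I arrays between 0.17 and 0.63, while those of PPy/I+SW/EE spread from -1.22 in replicate 3 to 0.75.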

According to the PANTHER database, the combined therapy with PPy/I+SW/EE modified some genes in the sub-category “cellular processes,” a derivate of the “biological processes” category. The sub-category “cellular processes” includes processes such as “actin filament-based process,” “cell communication,” “cell cycle,” “cellular component organization,” “cell development,” “cellular homeostasis,” “cellular metabolic process,” “cellular response to stimulus,” “chromosome segregation,” “establishment or maintenance of cell polarity,” “microtubule-based process,” “movement of cell or subcellular component,” and “signal transduction” (Figure 5), whereas the sub-category “cellular development” includes processes such as “neurogenesis,” “differentiation,” and “cellular morphogenesis” (Figure 5).

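Genes of development that the study lists for PPy/I+SW/EE were mostly above SCI, while the wider list of neurogenesis genes and the list of proliferation genes did not pass the test. Unc5b, a netrin receptor of axon guidance, rose at the study's criterion, with a log2 fold change of 1.02 (standard error 0.40). Its level went from 10.92 ± 0.61 to 11.94 ± 0.65 (SD, n = 3 per group). Junb, an immediate early transcription factor, fell by 1.07 (standard error 0.33) at this criterion, from 7.44 ± 0.81 to 6.37 ± 0.28 (SD, n = 3 per group). The log2 fold change of Unc5b was 0.86 without SCI replicate 1, 0.82 without SCI replicate 2, 0.78 without PPy/I+SW/EE replicate 1 and 0.89 without PPy/I+SW/EE replicate 2, and that of Junb was -0.74 without SCI replicate 1, -0.94 without SCI replicate 2 and -0.91 without PPy/I+SW/EE replicate 1, under the criterion in each. Of the 7 genes that Table S4 places under developmental process, 6 had an unadjusted p under 0.05 upward, among them Parvg, an adaptor of integrins (0.91, standard error 0.32), and Pou6f1, a POU transcription factor (0.62, standard error 0.25), and 1 had it downward. All 7 passed when adjusted over the list alone, but the study chose them on these samples, so this is not independent evidence. Of 34 measured genes of neurogenesis and neuron development, 18 lay above SCI and 16 below (median log2 fold change 0.04, adjusted p = 0.317). Of these, 6 had an unadjusted p under 0.05, including Dpysl5 (0.76), a protein of growth cones, and Sez6 (0.85), a protein of dendrites. Of 27 proliferation genes, 12 lay above and 15 below SCI (median -0.06, adjusted p = 0.360), and Cdk1, the kinase of mitotic entry, had a log2 fold change of -0.79 (standard error 0.24) without meeting the criterion. The means of Cdk1, 5.07 in SCI and 4.28 in PPy/I+SW/EE, lay within and under the range of negative control medians (5.02 to 5.62), so the size of this difference is uncertain. Without PPy/I+SW/EE replicate 3 the neurogenesis list was higher (0.0193) and the proliferation list lower (0.0193) at an adjusted p under 0.05.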

The PPy/I+SW/EE treatment-modified genes are included in the sub-category “cell part,” a derivate of the “cellular component” category. The sub-category “cell part” includes processes such as “cell body,” “cell leading edge,” “cell periphery,” “cell projection part,” “cell projection,” “cell surface,” “endomembrane system,” “development,” “intracellular part,” “neuron part,” “nuclear outer membrane-endoplasmic reticulum membrane network,” and “plasma membrane part.” The sub-category “neuron part,” contains genes related to processes such as “axon part,” “neuron projection,” “neuronal cell body,” “presynapse,” and “somatodentritic compartment” (Figure 6).

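Neuron markers and presynaptic genes stood higher after PPy/I+SW/EE than after SCI alone, and the arrays of this group lay far apart. Of 26 measured neuron markers 23 lay above SCI, and the list rose by a median of 0.29 on the log2 scale (adjusted p = 0.0355, and adjusted p = 0.993 with an estimated correlation). Presynaptic genes rose by a median of 0.25, with 36 of 51 above SCI (adjusted p = 0.0499, and adjusted p = 0.993 with an estimated correlation). The mean scores of both lists overlapped between the groups (exact permutation test, 2-sided, p = 0.7 for each). In the same comparison nuclear-retained and intron-retaining transcripts fell, with 24 of 24 below SCI (adjusted p = 1.44e-08, and adjusted p = 0.993 with an estimated correlation), though their score also overlapped between the groups (exact permutation test, 2-sided, p = 0.2). No member of the neuron and presynaptic lists met the study's criterion or passed when adjusted over the list alone. Slc18a3, the vesicular transporter of acetylcholine, was the member of the presynaptic list with an unadjusted p under 0.05 (log2 fold change 0.77, standard error 0.29), at 9.28 ± 0.57 in PPy/I+SW/EE against 8.51 ± 0.28 in SCI (SD, n = 3 per group). Postsynaptic genes (median 0.19, adjusted p = 0.106) and inhibitory neuron genes (median 0.08, adjusted p = 0.976) did not pass, but without PPy/I+SW/EE replicate 3 both were called higher (2.53e-10 and 8.77e-08), and the postsynaptic genes also without SCI replicate 2 (0.0461). The score of the neuron markers in PPy/I+SW/EE was 0.75 in replicate 1, 0.33 in replicate 2 and -1.22 in replicate 3, against -0.56 to -0.19 in SCI. The call of the neuron markers ended without SCI replicate 3 (0.360), without PPy/I+SW/EE replicate 2 (0.679), with quantile normalization (0.0568), with probe sets under the median left out (0.0503), and without the genes of the study's tables (0.260), and without PPy/I+SW/EE replicate 1 the direction turned (0.498), while without replicate 3 of this group the adjusted p was 7.52e-22. The call of the presynaptic genes ended or turned without any array except SCI replicate 1, SCI replicate 2 and PPy/I+SW/EE replicate 3, with an adjusted p from 7.40e-21 to 0.679 over the 9 fits, and ended with replicate number as a block (0.0591), with quantile normalization (0.0595), with probe sets under the median left out (0.0624) and without the genes of the study's tables (0.347).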

In the DAVID database, the most functional annotation clustering to PPy/I with an enrichment score of 1.43 included methylation (eight genes), synapse (five genes), cell junction (five genes), and cell membrane (six genes). 

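Genes of the synapse named by the study stood higher after PPy/I than after SCI alone. Table S3 names 4 genes under synapse, and all 4 had an unadjusted p under 0.05 upward. At the study's criterion 2 of them rose, Slc32a1, the vesicular transporter of GABA and glycine (fold change 2.83), and Slc18a3 (fold change 2.26). Slc32a1 went from 6.83 ± 0.15 to 8.33 ± 0.37, and Slc18a3 from 8.51 ± 0.28 to 9.68 ± 0.38 (SD, n = 3 per group). Syngr3, a protein of synaptic vesicles, went from 8.26 ± 0.18 to 9.26 ± 0.39 (SD, n = 3 per group), a fold change just under the criterion. Every PPy/I array lay above every SCI array for each of the 4 genes. The p of Slc32a1 was 0.05 or more without any of the SCI arrays (0.0797 to 0.104), without any of the PPy/I arrays (0.0580 to 0.122) and without PPy/I+SW/EE replicate 2 (0.0562). All 4 passed when adjusted over the list alone, which is not independent evidence, because the study chose them on these samples. Of 18 measured cholinergic and motor neuron genes, 13 lay above SCI, and the list rose by a median of 0.27 (adjusted p = 0.00554, and adjusted p = 0.482 with an estimated correlation). Ache and Slc18a3 were its members at the study's criterion, 1 member passed when adjusted over the list alone, and Chat, the enzyme that makes acetylcholine, had a log2 fold change of 0.56 (standard error 0.25). The cholinergic call ended without the genes of the study's tables (0.213) and without SCI replicate 3 (0.133).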

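Hemoglobin genes of the adult stood lower after PPy/I+SW/EE than after SCI alone. Of 10 measured hemoglobin genes 7 lay below SCI, and the list fell by a median of 1.52 on the log2 scale (adjusted p = 4.57e-05, and adjusted p = 0.487 with an estimated correlation). At the study's criterion 6 fell, and 6 passed when adjusted over the list alone. Hba-a1, an alpha globin, went from 15.66 ± 0.46 in SCI to 13.94 ± 1.27 in PPy/I+SW/EE, and Hbb from 13.84 ± 0.86 to 11.72 ± 0.88 (SD, n = 3 per group). Hba-a1 fell by 1.72 (standard error 0.57) at the criterion, Hbb-b1 by 1.96 (standard error 0.55) and Hbb-bs by 1.32 (standard error 0.46). The embryonic and fetal globin genes did not pass, with log2 fold changes of 0.39 for Hbz, 0.17 for Hbe2, 0.05 for Hbg1 and -0.05 for Hbe1. After PPy/I the list was not called (median 0.53, adjusted p = 0.0906). Every PPy/I+SW/EE array had a lower hemoglobin score than every SCI array (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). Chance separates 10% of scores in this way, in either direction. Adult globin genes are close paralogs whose probes may share targets, and several of them are in the study's tables. Without the 4 beta globins matched to these tables, the adult alpha globins and the embryonic and fetal genes were left, and the adjusted p was 0.424. Without the adult alpha globins as well, only Hbe1, Hbe2, Hbg1 and Hbz were left, and it was 0.593 with the direction turned. This last list holds no adult globin gene, so it does not test whether those fell. Endothelial markers (median -0.34, adjusted p = 8.88e-06, and adjusted p = 0.487 with an estimated correlation) and nuclear-retained and intron-retaining transcripts (median -0.42, adjusted p = 1.44e-08, and adjusted p = 0.993 with an estimated correlation) fell in the same comparison. The score of these transcripts overlapped between the groups (exact permutation test, 2-sided, p = 0.2). The p of Hbb-bs was 0.05 or more without SCI replicate 1 (0.0623) and without PPy/I+SW/EE replicate 1 (0.0682) or 3 (0.0592). For PPy/I the hemoglobin list was called without SCI replicate 1 (0.0237), PPy/I replicate 3 (0.00371) or PPy/I+SW/EE replicate 2 (0.0200), with replicate number as a block (0.0335) and with probe sets under the median left out (0.0445).

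**Figure D2:**
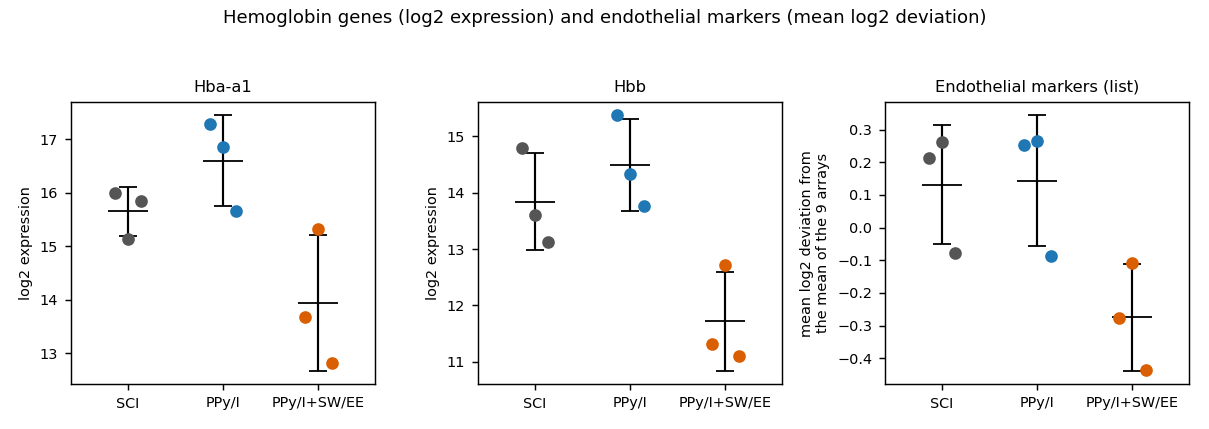
Log2 expression of Hba-a1 and Hbb, and mean score of the endothelial markers (log2, each gene centred on its mean), in each array of SCI, PPy/I and PPy/I+SW/EE, where points are arrays, horizontal bars the mean and error bars the SD. Hbb lies between 11.10 and 12.73 in the PPy/I+SW/EE arrays, below the SCI arrays at 13.12 to 14.79.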

In PPy/I+SW/EE, combined therapy with an enrichment score of 5.48 included hemoglobin complex (seven genes), oxygen transport (seven genes), globin (seven genes), globin-like (seven genes), globin structural domain (seven genes), oxygen transport (seven genes), oxygen transporter activity (seven genes), metal ion-binding site: iron (heme distal ligand) (six genes), oxygen binding (seven genes), metal ion-binding site: iron (heme proximal ligand) (six genes), African trypanosomiasis (seven genes), malaria (seven genes), hemoglobin, beta (four genes), heme (seven genes), and hydrogen peroxide catabolic process (four genes), haptoglobin binding (three genes), heme binding (seven genes), iron (eight genes), haptoglobin–hemoglobin complex (three genes), hemoglobin, pi (three genes), chain: hemoglobin subunit beta-2 (three genes), iron ion binding (seven genes), hemoglobin, alpha (three genes), response to hydrogen peroxide (five genes), sequence variant (six genes), positive regulation of cell death (four genes), peroxidase activity (three genes), erythrocyte development (three genes), protein heterooligomerization (four genes), blood microparticle (four genes), S-nitrosylation (three genes), polymorphism (three genes), metal-binding (11 genes), and acetylation (eight genes) (Supplementary Tables 5, 6).

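Set directly against PPy/I, PPy/I+SW/EE gave lower hemoglobin genes, lower endothelial markers and lower inhibitory neuron genes. Hemoglobin genes fell by a median of 2.20 on the log2 scale (adjusted p = 3.30e-08, and adjusted p = 0.283 with an estimated correlation), a call that ended without the 4 beta globins matched to the study's tables (0.0955). Without the adult alpha globins as well only embryonic and fetal globins were left (0.297, direction turned), and these do not test the adult genes. Endothelial markers fell by a median of 0.39 (adjusted p = 1.91e-07, and adjusted p = 0.283 with an estimated correlation). Inhibitory neuron genes fell by a median of 0.69, with 15 of 16 below PPy/I (adjusted p = 1.91e-07, and adjusted p = 0.594 with an estimated correlation). At the study's criterion 10 probe sets rose and 21 fell between the treatments, of which 5 and 14 carry a gene symbol, and limma called 0 at an adjusted p under 0.05, as did both plain tests of the methods. Masp1 fell by 1.96 (standard error 0.45) at this criterion, from 11.87 ± 0.49 in PPy/I to 9.91 ± 0.64 in PPy/I+SW/EE (SD, n = 3 per group). Penk, the precursor of enkephalins, fell by 1.18 (standard error 0.52) at the criterion, and Adam11, a neuronal surface protein, by 1.18 (standard error 0.35). Without PPy/I+SW/EE replicate 3 the log2 fold change was -0.37 for Penk and -0.67 for Adam11, under the criterion, and the p of Penk was 0.05 or more without any array except PPy/I+SW/EE replicate 1 and 2 (0.0548 to 0.119). Ubxn10, a gene of ciliated cells, rose at the criterion with a fold change of 2.29, and Lpl, lipoprotein lipase, with one of 2.08. The log2 fold change of Lpl was 0.73 without PPy/I replicate 3 and 0.81 without PPy/I+SW/EE replicate 3, under the criterion. At an unadjusted p under 0.05, 391 probe sets were higher and 340 lower (3.15%, where chance gives 5%). Without PPy/I+SW/EE replicate 3 the inhibitory neuron list was not called (0.371). With all arrays its scores overlapped between the treatments (exact permutation test, 2-sided, p = 0.2). Neuron markers (adjusted p = 7.49e-06), presynaptic genes (adjusted p = 1.93e-06) and voltage-gated ion channels (adjusted p = 0.00928) were also called lower, each with adjusted p = 0.745 with an estimated correlation, and without PPy/I+SW/EE replicate 3 all 3 were called higher (0.0457, 0.0475 and 0.0248), while the channel call ended without PPy/I replicate 3 (0.277). The nuclear-retained and intron-retaining transcripts fell by a median of 0.19 (adjusted p = 0.00390, and adjusted p = 0.745 with an estimated correlation), a call that ended without PPy/I replicate 2 (0.0840) or PPy/I+SW/EE replicate 1 (0.0739) or 2 (0.119). The counts of 10 and 21 became 37 and 127 without PPy/I+SW/EE replicate 1, 23 and 51 without PPy/I replicate 3, 19 and 43 without PPy/I+SW/EE replicate 2, 18 higher without PPy/I replicate 1 and 38 lower without PPy/I+SW/EE replicate 3.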

In general, some of the PPy/I-regulated genes were involved in the development process, biogenesis, synapses, and synaptic vesicle traffic, while PPy/I+SW/EE-modified gene expression was involved in proliferation, biogenesis, cell development, neuron development, morphogenesis, cell differentiation, neurogenesis, and synapse.

For gene expression validation, the treatments used for the microarray analysis were included. PPy/I modified the expression of the Tubb3 gene, while PPy/I+SW/EE-modified Tubb 4 and VEGFβ promote the expression of molecules involved in the neurogenesis, regeneration, and plasticity processes (13). Thus, these genes were selected to validate the microarray.

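Tubb3, the neuronal beta III tubulin, was measured at 13.02 ± 0.29 in SCI and 13.85 ± 0.33 in PPy/I (SD, n = 3 per group), a difference larger than the spread between arrays of these groups. Tubb4a, a beta tubulin of neurons and oligodendrocytes, was at 17.84 ± 0.43 in SCI and 18.44 ± 0.49 in PPy/I+SW/EE (SD, n = 3 per group). Vegfb, a growth factor of the VEGF family, was at 15.18 ± 0.86 in SCI and 16.04 ± 0.23 in PPy/I+SW/EE (SD, n = 3 per group). The log2 fold change of Tubb3 after PPy/I was 0.84 (standard error 0.39, unadjusted p = 0.0545 from limma), a fold change of 1.79. That of Tubb4a after PPy/I+SW/EE was 0.60 (standard error 0.27, unadjusted p = 0.0512), a fold change of 1.51, and that of Vegfb was 0.86 (standard error 0.38, unadjusted p = 0.0460), a fold change of 1.82. With fold changes from group means none of the 3 met the study's criterion, and their adjusted p was 0.984, 0.962 and 0.962. Tukey's biweight averages, chosen after seeing the values, gave fold changes of 2.03, 2.18 and 2.04. Every PPy/I array lay above every SCI array for Tubb3, while for Tubb4a and Vegfb the groups overlapped. After the other treatment, the log2 fold change was 0.23 (standard error 0.39) for Tubb3 in PPy/I+SW/EE, 0.49 (standard error 0.27) for Tubb4a in PPy/I and 0.37 (standard error 0.38) for Vegfb in PPy/I. With 1 array left out these ran from -0.05 to 0.78, from 0.37 to 0.74 and from 0.02 to 0.85. The highest value of Tubb3 came without PPy/I+SW/EE replicate 3 (unadjusted p = 0.00810 from limma). Those of Tubb4a and Vegfb came without SCI replicate 3 (0.0194 and 0.0166). The p of Tubb3 was under 0.05 without PPy/I replicate 1 (0.0433) or without PPy/I+SW/EE replicate 1 (0.0452), 2 (0.0481) or 3 (0.00252), and that of Tubb4a without SCI replicate 3 (0.00989) or PPy/I+SW/EE replicate 3 (0.00444). The log2 fold change of Vegfb was 0.51 without SCI replicate 2 and 1.34 without SCI replicate 3, and its p was 0.05 or more without SCI replicate 1 (0.128) or 2 (0.207), PPy/I replicate 1 (0.0566) or 2 (0.0530), and PPy/I+SW/EE replicate 1 (0.113) or 2 (0.0932).

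**Figure D3:**
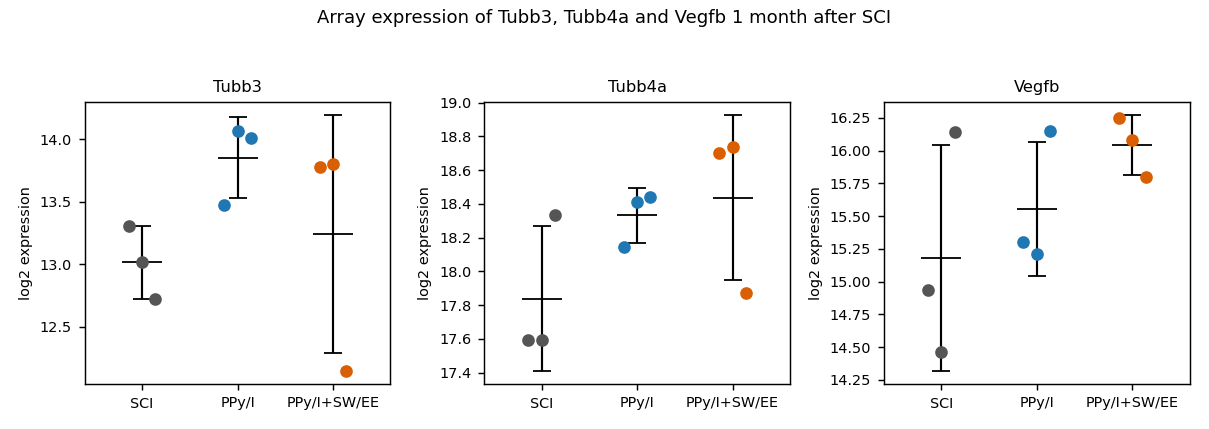
Log2 expression of Tubb3, Tubb4a and Vegfb in each array of SCI, PPy/I and PPy/I+SW/EE, where points are arrays, horizontal bars the mean and error bars the SD. Tubb3 lies between 12.72 and 13.31 in SCI and between 13.48 and 14.07 in PPy/I, and at 12.14 in PPy/I+SW/EE replicate 3.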

The microarray experiments showed that the expression of Tubb3 (Fc 2.03) increased in the group treated with PPy/I, while Tubb 4 (Fc 2.18) and VEGFβ (Fc 2.04) increased in the group treated with PPy/I+SW/EE. Remarkably, the RT-qPCR data indicated that PPy/I increased the expression of the Tubb3 gene (2.196 ± 0.16), and PPy/I+SW/EE regulated the expression of Tubb4 (1.12 ± 0.20) and VEGFβ (1.59 +0.16) genes (Figure 7).

**Figure 7:**
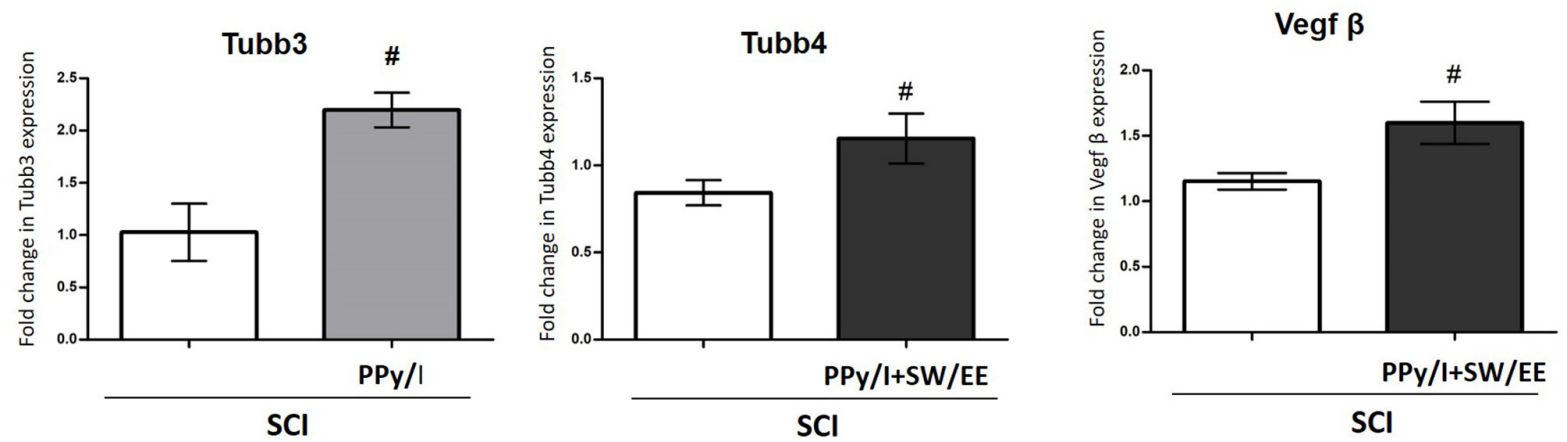
Relative gene expression of Tubb3, Tubb4 and vascular endothelial growth factor (VEGFβ) after spinal cord injury (SCI) without treatment or after plasma-synthesized polypyrrole/iodine (PPy/I) or PPy/I plus swimming and enriched environment (PPy/I + SW/EE) treatment. RNA extraction followed by RT-qPCR was carried out in the spinal cord after a SCI in rats treated with PPy/I or PPy/I + SW/EE. Relative expression of Tubb3, Tubb4 and VEGFβ was normalized to Hprt1 expression. Each bar represents the mean ± SD (*n* = 5). A Student's *t*-test analysis was performed. ^#^*p* < 0.05 vs. SCI.

### 3.2. Motor functional recovery

Motor functional recovery was evaluated according to the BBB scale (Figure 8), where the control group obtained a final average score of 1.72 ± 0.41, which means that most of the animals exhibited slight movement of one of the two joins, usually the hip. Animals treated with PPy/I were able to have mild hip, knee, and ankle movements consistently from the second week of evaluation, obtaining a score of 4.23 ± 0.33 in the fourth week, while the animals that received the combined strategy of PPy/I+SW/EE scored 9.13 ± 0.43, which implies that these animals showed wide hip, knee, and ankle movements and plantar placement of the paw with consistent weight support (*p* < 0.05).

**Figure 8:**
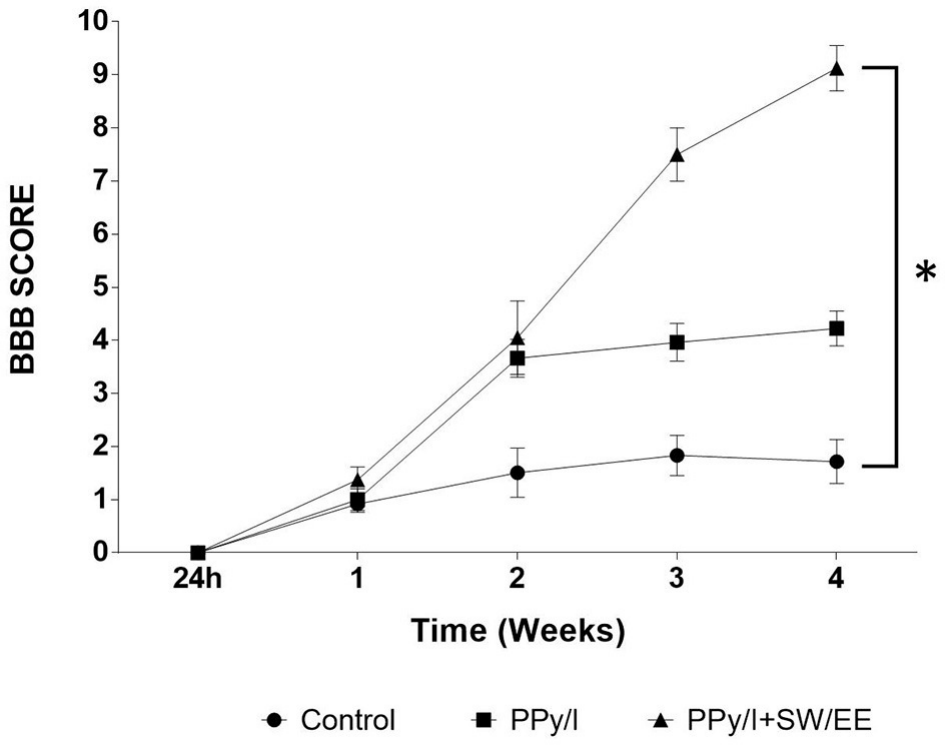
Recovery of locomotor function, as evaluated in an open field with the Basso, Beathie and Bresnaham scale (BBB). The results are expressed as the mean ± SEM, plasma-synthesized polypyrrole/iodine (PPy/I) and combined treatment of PPy// with swimming and enriched environment (PPy/I+SW/EE). Repeated measures ANOVA followed by a Tukey *post hoc* test *(*p* < 0.0001).

The combination of PPy/I and the mixed RB scheme (SW/EE) allows the animals to show a faster motor recovery compared to that achieved with the administration of PPy/I alone. The animals in the PPy/I+SW/EE group showed slight movements in the hip, knee, and ankle from the second week of evaluation of functional recovery when RB therapies were initiated.

### 3.3. Morphometric analysis

After 1 month of follow-up, histological analysis was performed by using hematoxylin-eosin staining to identify changes in the cytoarchitecture of the rostral and caudal areas of the spinal cord as well as in the epicenter of the lesion of animals from each experimental group. The epicenter of the injured spinal cord in animals receiving PPy/I or PPy/+SW/EE was occupied primarily by tissue, while in the control group, a cystic zone was formed and around the site of injury, vacuolar structures containing fragments of degenerating axons and cellular debris were identified. Numerous inflammatory cells were also identified in the spinal cord of the animals belonging to the control group, as well as the presence of tissue around the cysts structuring the glial scar. Treatment with PPy/I or PPy/I+SW/EE reduced structural nerve tissue damage in the rostral and caudal portions of the injured spinal cord compared to the untreated control group. Moreover, in the group that received PPy/I treatment, some neurons under good conditions were observed in the rostral zone of the spinal cord, while in the group that received PPy/I+SW/EE treatment, the presence of neurons was observed in the rostral and caudal regions (Figure 9). The morphometric analysis showed that in the animals of the groups that received PPy/I or PPy/I+SW/EE (*p* < 0.05), the nervous tissue is better preserved after SCI (Figure 9).

**Figure 9:**
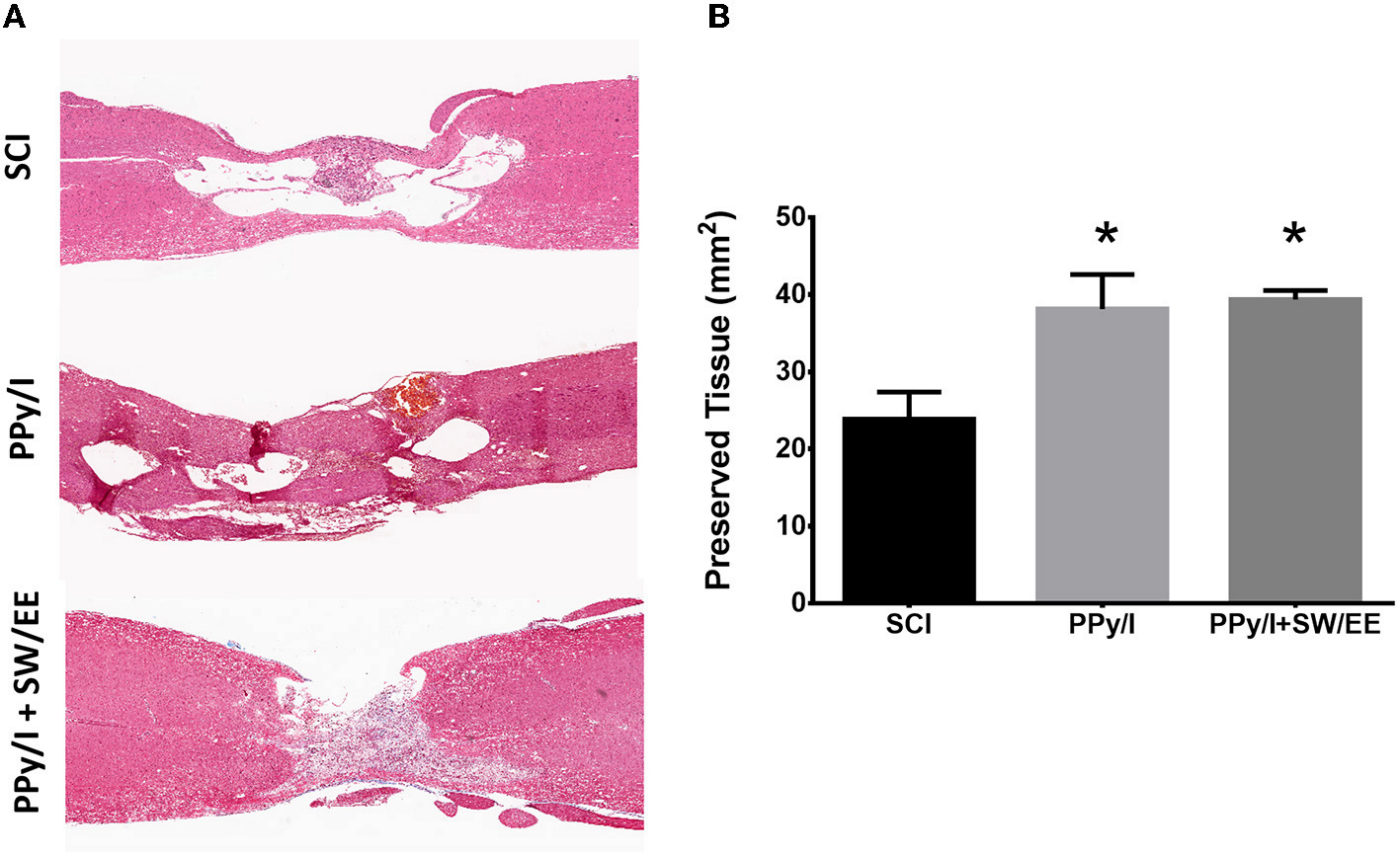
Histological analysis by staining with haematoxylin-eosin. **(A)** The epicenter of the injury of the animals that received PPy/I or PPy/+SW/EE was mostly occupied by tissue, while in the control group, a cystic zone surrounded by microcysts was formed and vacuolar structures containing fragments of degenerating axons and cellular debris were identified. In the group that received PPy/I+SW/EE treatment, the presence of neurons was observed in the rostral and caudal regions, while in the group that received only PPy/I treatment, some neurons in good conditions and others that were in the process of cell death were observed in the rostral zone of the spinal cord. **(B)** Morphometric analysis showed better preservation tissue in animals that received PPy/I or PPy/+SW/EE treatments. One-way ANOVA followed by a Tukey *post hoc* test *p < 0.05.

### 3.4. Immunofluorescence analysis

In the control group, the expression of GFAP increased in response to SCI due to reactive gliosis produced mainly by hypertrophic astrocytes (Figure 10A), while in the group treated with PPy/I+SW/EE, GFAP expression decreased (*p* < 0.05) at the interface between the biopolymer and spinal cord tissue (Figure 10B). The expression of caspase-3 (Figure 10A) in the spinal cord of the animals treated with PPy/I was lower than that observed in the control group (*p* < 0.05) (Figure 10B). The expression of β-III tubulin (Figure 10A) did not have statistical differences among the three experimental groups after 1 month of follow-up (Figure 10B).

**Figure 10:**
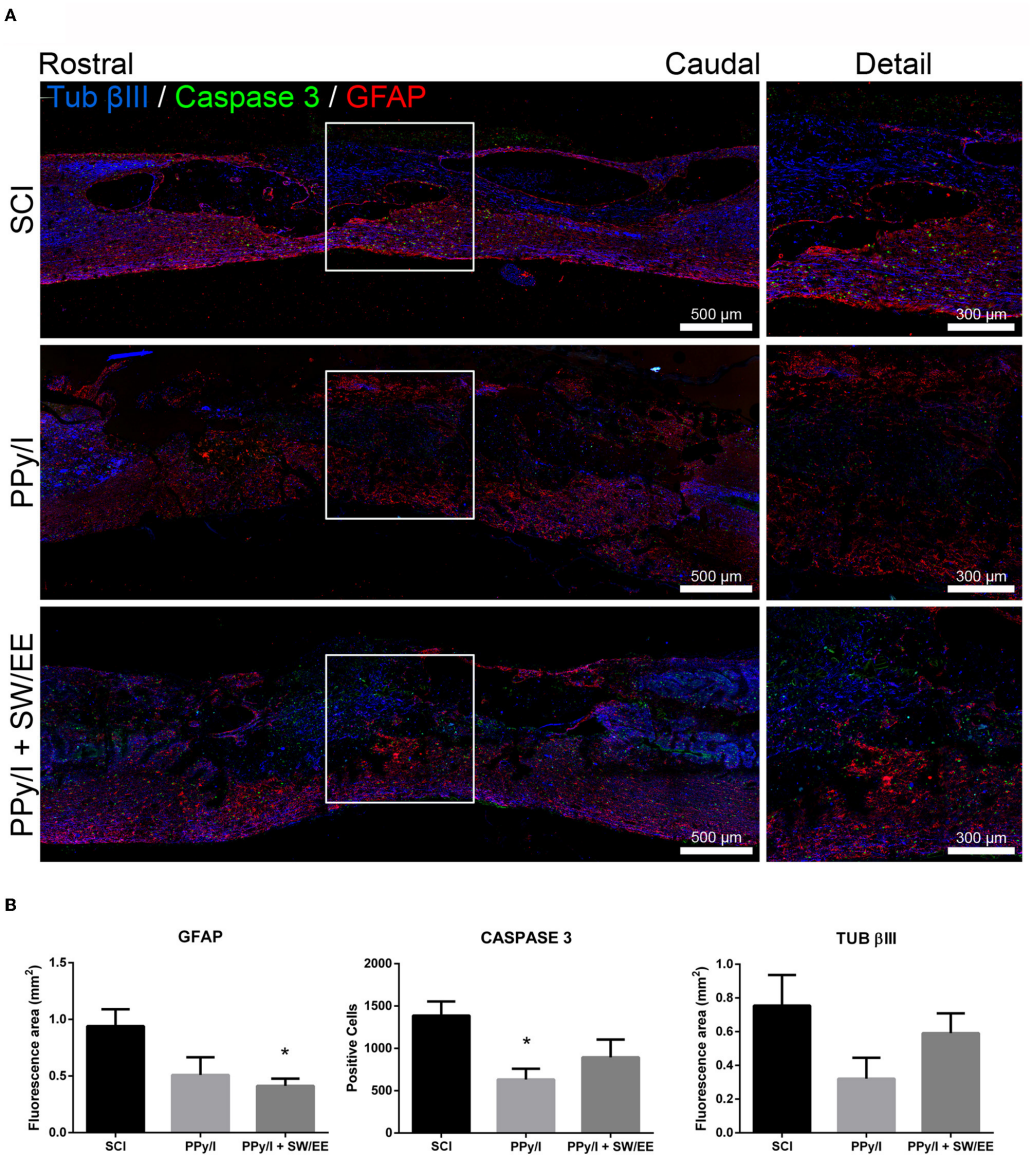
Longitudinal sections of the spinal cord of a representative animal from each of the 3 groups studied after spinal cord injury (SCI). Control without treatment (SCI), with polypyrrole-Iodine (PPy/I) synthesized by plasma and the combined treatment of PPy/I with a mixed scheme of rehabilitation by swimming and enriched environment (PPy/I+SW/EE). **(A)** Immunoflurescence analysis of GFAP (green), caspase-3 (red) and β-III tubulin (blue) expression. **(B)** GFAP expression increased in SCI group, while in the PPy/I+SW/EE group expression of GFAP decreased (*p* < 0.05). In PPy/I group the expression of caspase 3 was lower than in the control SCI group (*p* < 0.05). The expression of β-III tubulin did not have statistical differences between the 3 experimental groups. One-way ANOVA followed by a Tukey *post hoc* test *p < 0.05.

## 4. Discussion

Although there is still no effective treatment for SCI in humans, the therapeutic combination of different strategies may promote better functional recovery. Nevertheless, the knowledge of the mechanisms of action of those strategies is necessary to find the best and most effective combinations.

Despite the fact that in the review by Venkatesh et al. (43), cell transplantation therapy is considered the most promising therapeutic strategy for the treatment of SCI; different biomaterials have also been reported as a good therapeutic option when used as scaffolds and embedded with growth factors and/or different types of cells (neural stem cell, embryonic/ pluripotent stem cells, mesenchymal/hematopoietic stem cells, oligodendrocytes, astrocytes, Schwann cells, and olfactory ensheathing cells). Alginate, chitosan channel-based, and collagen tube-based scaffolds are examples of this potential since these therapeutic approaches not only provide structural support but also offer a neurotrophic microenvironment (44). However, the use of biomaterials alone had not been considered.

Plasma-synthesized PPy /I can by itself neuroprotect tissue at the site of injury and prevent the progression of damage after experimental SCI (21), reduce inflammation (17), increase nerve conduction (20), limit glial scar formation by decreasing GFAP expression and, at the same time, significantly modifies the expression of molecules involved in the central nervous system regeneration and plasticities such as βIII-tubulin, myelin basic protein (MBP), and Gap-43 (19). This strategy also improves the general health of the animals and allows better recovery of motor function 2 months after SCI (17, 19).

Meanwhile, RB, as the most widely accepted treatment for patients with SCI, has been associated with some degree of functional recovery, preventing the loss of muscle tone, reducing spasticity, improving blood circulation, and increasing the expression of regeneration-related molecules (8–11). Although RB does not allow complete recovery of lost functions, its beneficial effects may be increased when combined with other therapeutic strategies such as the PPy/I application. In this sense, our research group has shown that the combination of PPy/I with RB through treadmill (17) or SW/EE (19) training allows for better recovery of motor function after a concussion, as seen in the present study. However, despite these findings, in-depth knowledge of the possible mechanisms for these strategies is still scarce.

Several studies using microarray analysis have described gene expression changes after SCI and showed that the microenvironment is seriously altered along with massively increased expression of proteins related to inflammation, oxidative stress, and cell death (45), while the genes of structural proteins of cells, constituents of extracellular matrix, and those encoding proteins involved in neurotransmission are downregulated after SCI (46).

In the present study, the analysis carried out using microarrays allowed us to identify the modifications in gene expression generated by PPy/I and PPy/I+SW/EE and to propose possible mechanisms of action of the treatments applied after SCI. Results showed that treatments modified the expression of several genes whose regulation seems to be associated with better recovery of motor function after SCI, many of which are involved in processes related to cell development. This finding suggests that promoting processes related to the development of the central nervous system is essential to design approaches for functional spinal cord repair.

Our research group previously showed that if after SCI, the microenvironment at the site of injury is appropriately modified by modulating the inflammatory response and limiting glial scar formation both, regeneration processes and functional recovery can be favored (19). Nevertheless, the mere modulation of the microenvironment may be insufficient to achieve the desired regeneration outcomes (47), and stimulating the intrinsic growth ability of mature neurons becomes relevant (48) since the decrease in the intrinsic regenerative capacity of mature neurons seems to be the main cause of regeneration failure after SCI (49).

In a model developed in Xenopus laevis, the expression of genes and biological processes that are activated in SCI was identified by comparing regenerative states against non-regenerative stages, and it was found that where regeneration occurs, genes related to neurogenesis and genes that promote axonal cone growth are expressed (50). Thus, neurogenesis and axonal regeneration have been proposed to contribute to the regenerative process after a massive loss of neurons and glia as well as the interruption of axonal tracts (50, 51). In this sense, treatments with PPy/I and PPy/I+SW/EE regulate processes related to neuronal development, neurogenesis, and neuronal differentiation, which is relevant since the spinal neurons that are lost during and after the injury need to be replaced in order to rebuild the local neuronal circuits.

Although stem cell transplantation has been reported to achieve certain success after SCI (52, 53), the identity of transplanted cells and restoration of functional circuitry in the injury site still require further investigation (54). Even more, the issue of neurogenesis in the spinal cord is still controversial, since in mammals, it has been shown that ependymal cells have neural stem cells or progenitor cell activity, but due to the microenvironment generated after SCI, these only give rise to astrocytes and oligodendrocytes and not to new neurons (55). In the current study, the findings of gene expression regarding possible neurogenesis showed that PPy/I modified 24 genes related to cellular processes, in general, some of them involved in developmental processes, biogenesis, synapses, and synaptic vesicle trafficking. This finding suggests that one of the possible mechanisms of action of PPy/I could include neuritogenesis and synaptic plasticity, which may in turn favor the reestablishment of synapses in surviving neurons. However, more studies are needed on the migration of immature neural cells from other neurogenic niches such as the meninges (56), or cells such as astrocytes in states of transdifferentiation (57) and whose pathways could converge at some point with neurogenesis at the site of injury, for example, it has been reported that NeuroD1, a neural transcription factor, can convert reactive astrocytes into neurons in the dorsal horn of stab-injured spinal cord with approximately 95% efficiency (58).

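Most of the genes that Table S3 places under cellular process stood higher after PPy/I than after SCI alone. Of the 24 genes listed, 16 have a probe set with their symbol, of which 14 lay above SCI and 2 below, with a median log2 fold change of 0.89. The entry Cccl9 is not a symbol on the array and was left out of this tally; other terms of Table S3 list Ccl9, which fell at the study's criterion (log2 fold change -1.61). Among the 16 genes, 4 rose at this criterion, namely Ncbp2, Sst, Ache and Syt3. The p was 0.05 or more for Sst without SCI replicate 1 (0.111), PPy/I replicate 2 (0.0825) or 3 (0.0624), and without PPy/I replicate 3 also for Ache (0.0611) and Syt3 (0.0642). Per1, a gene of the circadian clock (0.95, standard error 0.34), and Camkk1, a kinase of calcium signaling (0.86, standard error 0.29), had an unadjusted p under 0.05 upward with a fold change under 2, as did Pcsk2, a convertase of neuropeptides (0.99, standard error 0.42). Rbbp8, an endonuclease of DNA repair, had a log2 fold change of -0.94 (standard error 0.21), and Dapl1, a gene related to cell death, of -0.86 (standard error 0.35). In all, 10 had an unadjusted p under 0.05 upward and 2 downward, and none passed an adjusted p under 0.05 in limma over all probe sets. When adjusted over the list alone 10 passed, but the study chose this list on these samples, so it is not independent evidence. From the genes of development, biogenesis, synapses and vesicle trafficking among them, the paper proposes neuritogenesis and synaptic plasticity as part of 1 possible mechanism of PPy/I.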

Our results also showed that individual treatment with PPy/I increased Tubb3 expression and motor function recovery 1 month after SCI. 

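Tubulin genes stood slightly higher after PPy/I than after SCI alone. Of 16 measured tubulins 15 lay above SCI, and the list rose by a median of 0.25 on the log2 scale (adjusted p = 0.00554, and adjusted p = 0.482 with an estimated correlation). No tubulin met the study's criterion, and none passed when adjusted over the list alone. Tuba4a, an alpha tubulin abundant in neurons, had a log2 fold change of 0.82 (standard error 0.38). Tubd1, the delta tubulin of centrioles, was the member below SCI, with a log2 fold change of -0.46 (standard error 0.20). The list was not called after PPy/I+SW/EE (median 0.18, adjusted p = 0.0624). Without PPy/I replicate 3 the call for PPy/I ended at the threshold (0.0500), and without SCI replicate 2 (0.0367) or PPy/I+SW/EE replicate 3 (1.62e-04) the list was called for PPy/I+SW/EE.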

Tubb3 is considered a specific pan-neuronal marker (59), the expression of which is high during the developmental period in the central nervous system where axonal guidance and maturation occur. It has been described that the expression of Tubb3 is greater during the period of development where axonal guidance and ripening take place and that the levels of Tubb3 decrease in the adult central nervous system, although remain elevated in the peripheral nervous system (4). Nevertheless, the Tubb3 expression in adulthood remains constant in neurons as a structural component of the microtubules of the cytoskeleton (4, 60). Different studies indicate that mutations in Tubb3 produce alterations in important axonal tracts of the nervous system. Therefore, Tubb3 has a specific function for the development of the nervous system and the maintenance of the axons (7, 61–63), and in the case of central nervous system injuries, Tubb3 could have a preponderant function in the maintenance of the cytoarchitecture and/or in a possible functional recovery. Thus, the increase in the Tubb3 expression is considered a marker of neuroregeneration.

In the present study, although the treatment with PPy/I+SW/EE increased the expression of the Tubb4 gene and treatment with PPy/I significantly increased the expression of the Tubb3 gene, identification of the βIII-tubulin protein by immunohistochemical techniques in the spinal cord tissue did not show significant differences between the control group and the groups that received treatments 1 month after SCI. This may be due to the inhibition of Tubb3 transduction at this specific time post-SCI. Inhibitors of protein expression have been identified in neuronal tissues, including ID2 and Pax3, which seem to be able to repress Tubb3 transcription (64, 65). In rat neuronal stem cells, Pax3 can bind to the Tubb3 promoter regions and inhibit transcription and translation (65). However, the inhibition of Tubb3 in our model can disappear later, since in a study that our research group carried out 2 months after SCI, a significant increase in the βIII-tubulin expression was observed in the PPy/I and PPy/I+SW/EE-treated groups [19]. Furthermore, in that study, our group showed that βIII-tubulin co-localized with Gap-43, a protein related to nerve regeneration, which could mean that it is important not only to induce neurons in the growth mode but to maintain that state of growth to have a clinically relevant effect.

Tubb4, as a member of the tubulin family, is specifically expressed in oligodendrocytes and assembled into the microtubule network during the premyelination stage and initial myelination. Moreover, the predominant isoform during the myelination stage in postnatal oligodendrocytes is the Tubb4a isotype (66). Thus, the increase in Tubb4 can reduce myelination defects and decrease dysfunction in neuronal connectivity (67). As the combined treatment with PPy/I+SW/EE also increased the expression of Tubb4a, this could also explain the improvement in motor activity at end of follow up. 

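Genes of myelin and oligodendrocytes, the cells in which Tubb4a is also expressed, did not move as a group after PPy/I+SW/EE. Of 24 measured members 17 lay above SCI and 7 below, with a median log2 fold change of 0.03 (adjusted p = 0.871). No member met the study's criterion, and none passed when adjusted over the list alone. Myrf, the transcription factor of myelination, had a log2 fold change of 0.68 (standard error 0.28), and its level was 11.98 ± 0.46 against 11.30 ± 0.44 in SCI (SD, n = 3 per group). Gjb1, a connexin of oligodendrocytes, had 0.54 (standard error 0.25), and Tspan2, a tetraspanin of oligodendrocytes, had -0.57 (standard error 0.25). Mbp, myelin basic protein, had -0.18 (standard error 0.24). Without PPy/I+SW/EE replicate 3 the list was higher at an adjusted p of 0.0118.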

In a previous study, an increase in MBP was observed at the injury site 2 months after treatment (19), which suggests that combined treatment with PPy/I+SW/EE favors myelination processes.

It has been suggested that after SCI, therapeutic strategies that allow changing the cellular environment of the CNS to one that is permissive and promotes nerve regeneration will be those that result in the recovery of lost functions. Following SCI, neuronal plasticity may be blocked as astrocytes and microglia form the glial scar, resulting in an increased expression of molecules such as GFAP. The problem is that the glial scar can limit axonal growth by constituting a physical barrier that prevents neural and axonal growth (68) and activated astrocytes upregulate complement cascade genes, destroy synapses, decrease their phagocytic capacity, and induce apoptosis in neurons and oligodendrocytes (69, 70) that affect recovery following SCI. In the present study, treatment with PPy/I+SW/EE decreased GFAP expression and glial scar formation, which perhaps allowed the fibers identified at the epicenter of the lesion to connect with those that survived both in the rostral region and caudal region of the spinal cord and this favored the recovery of motor function in the animals of this group, contrary to what was observed in the control group.

Caspase-3 is a proenzyme that acts as an inducible cell death effector in both neurons and oligodendrocytes after SCI (71). In the present study, PPy/I treatment reduces caspase-3 expression, which perhaps helped to positively modify the microenvironment at the lesion site because it has been described that high levels of caspase-3 reduce the expression of NGF after SCI and that the decrease of this proenzyme increases its expression (72).

In the present study, the PPy/I+SW/EE group received the best functional recovery, since this therapeutic combination could enhance their beneficial effects through a pro-angiogenic effect generated by the increase in the gene expression of VEGFb, a vital factor in angiogenesis, neuronal development, and neuronal regeneration (73). Fourteen days after SCI, tissue levels of VEGF mRNA and its protein increase and eventually normalize, but reduced VEGF expression after SCI impairs neurogenesis and angiogenesis, which are required to promote neuroprotection and survival of injured nerve tissue (74). In most tissues, particularly neural tissues, including the retina, brain, and spinal cord, VEGF isotype β is observed at high levels (75). Moreover, the participation of VEGFβ in the regulation of neurogenesis in the adult brain was demonstrated in knockout mice for VEGFβ, which presents reduced neurogenesis (76, 77). Thus, VEGFβ represents a potent survival and protective factor for motor, cortical, retinal, and spinal cord neurons (77, 78). In addition to the above, Zeng et al. showed that recombinant VEGF-neural stem cell transplantation after SCI is more effective than normal neural stem cell transplantation alone (79). Furthermore, it has been shown that treatments that stimulate angiogenic processes, oxygenation, and blood circulation promote the preservation and recovery of nerve tissue and motor function (80, 81). Because blood vessel permeability may increase after SCI, this may have harmful effects on functional recovery (82), whereas the promotion of vascular stabilization and reduction of lesion volume may promote better functional recovery in the chronic phase of SCI (83). Here, it was demonstrated that PPy/I+SW/EE favor the upregulation of VEGFβ, which stimulates embryonic angiogenesis, and probably the combination of both strategies allows an adequate conformation of the blood vessel networks, which results in a better functional recovery when compared to the application of a single strategy.

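Genes of angiogenic factors and their receptors went in both directions after PPy/I+SW/EE. Of 31 measured members 12 lay above SCI and 19 below, with a median log2 fold change of -0.10 (adjusted p = 0.601). Apart from Vegfb, Unc5b had an unadjusted p under 0.05 upward, and it was the member that rose at the study's criterion. Unc5b was under a fold change of 2 without SCI replicate 1 (0.86) or 2 (0.82) and without PPy/I+SW/EE replicate 1 (0.78) or 2 (0.89, all as log2 fold change). Tek, the receptor of angiopoietins on endothelial cells, had a log2 fold change of -0.90 (standard error 0.37), and Ccn1, a matrix protein that promotes vessel growth, had -0.91 (standard error 0.39), both with an unadjusted p under 0.05 and a fold change under 2. Vegfa, the main angiogenic factor of this family, had -0.07 (standard error 0.27). No member passed when adjusted over the list alone.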

It had also been reported about significant alterations in SLC17A7 (VGLUT1) expression from 1 h to 3 months after SCI (84). SLC17A7 belongs to a big family of sialic acid proteins that are known to play an important role in absorbing glutamate into synaptic vesicles at presynaptic nerve terminals and excitatory neurons (85–87). Thus, their promotion could be relevant in neuronal damage control and functional recovery. 

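Among the transporters the study names, Slc32a1 and Slc18a3 rose after PPy/I and Slc16a3 after PPy/I+SW/EE at the study's criterion. Slc16a3, an exporter of lactate, was at 5.48 ± 0.35 in SCI, within the range of the negative control medians (5.02 to 5.62). In PPy/I+SW/EE it was at 6.48 ± 0.41 (SD, n = 3 per group), a log2 fold change of 1.00. That value was 0.89 without SCI replicate 2, 0.91 without SCI replicate 3 and 0.80 without PPy/I+SW/EE replicate 3, under the criterion, and the p of Slc32a1 was 0.05 or more without any of the SCI arrays (0.0797 to 0.104), without any of the PPy/I arrays (0.0580 to 0.122) and without PPy/I+SW/EE replicate 2 (0.0562). Slc29a2, a nucleoside transporter, had a log2 fold change of 0.96 (standard error 0.28, unadjusted p = 0.00532 from limma) after PPy/I, a fold change under 2, and 0.17 (standard error 0.28) after PPy/I+SW/EE. Slc8a3, a sodium-calcium exchanger, had 0.44 after PPy/I and -0.03 after PPy/I+SW/EE (standard error 0.39 for both). After PPy/I+SW/EE, Slc36a1, a lysosomal amino acid transporter, had 0.85 (standard error 0.24), Slc17a5, the transporter of sialic acid, had 0.77 (standard error 0.34), and Slc39a12, a zinc transporter, had -1.28 (standard error 0.63), none of them past the criterion. No probe set carries the symbol Slc35b3. Of the 10 transporters and exchangers named by the study and measured, 7 lay above SCI after PPy/I, and the list rose by a median of 0.36 (adjusted p = 0.00239, and adjusted p = 0.482 with an estimated correlation). The list was not called after PPy/I+SW/EE (median 0.40, adjusted p = 0.251). After PPy/I 2 members passed when adjusted over the list alone, but the study chose the list on these samples, so it is not independent evidence. The call for PPy/I ended without SCI replicate 3 (0.0811), and without PPy/I+SW/EE replicate 3 the list was called for PPy/I+SW/EE (0.00548).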

Our findings show that the administration of PPy/I alone increases the expression of Scl29a2, Scl32a1, and Scl8a3, as well as other isoforms of sialic acid proteins, 1 month after SCI, while PPy/I+SW/EE treatment increases the expression of Scl8a3, Slc8a5, Slc9a1, Scl16a3, Scl35a12, and Scl35b3. The GO analysis highlights that protein members of the sialic acid family also participate in remodeling cellular components, such as neuronal cell body, neuron projection terminals, and presynapse, which partially can explain why animals that receive this treatment have better and faster functional recovery. In addition to the above, combined treatment with PPy/I+SW/EE has upregulated genes involved in remodeling the plasma membrane and potassium channel voltage located in the somatodendritic compartments such as Kcng4 and Kcnc3.

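Kcng4, a modifying subunit of voltage-gated potassium channels, rose after PPy/I+SW/EE at the study's criterion, with a log2 fold change of 1.12 (standard error 0.44). Its level was 7.73 ± 0.43 in SCI and 8.86 ± 0.95 in PPy/I+SW/EE (SD, n = 3 per group), and the arrays of the groups overlapped. After PPy/I its log2 fold change was 0.66 (standard error 0.44), with 0.32 without PPy/I replicate 3 and 0.93 without PPy/I replicate 1. Kcnb2, a potassium channel of the delayed rectifier type, had 0.63 after either treatment (standard error 0.28). Of 41 measured voltage-gated ion channels, 28 lay above SCI after PPy/I+SW/EE, with a median of 0.11, and the list was not called (adjusted p = 0.0738). Kcng4 was the member at the criterion, and none passed when adjusted over the list alone. The p of Kcng4 was 0.05 or more without SCI replicate 1 (0.0716) or 2 (0.0900) and without PPy/I+SW/EE replicate 1 (0.107) or 2 (0.109), while the channel list was called without SCI replicate 2 (0.0397) and without PPy/I+SW/EE replicate 3 (1.19e-10).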

Other studies have shown a continued decrease in the gene expression of members of the ADAM family that affects neuronal plasticity at the chronic stage of SCI (84). In animals from the PPy/I group, an upregulated expression of ADAM8, a member of ADAM's family, was observed. ADAM8 can interact with other molecules, such as calcium channels (Cacna1b), which was highly expressed and can support synapse formation and maturation between presynaptic and postsynaptic structures. Furthermore, ADAM8 plays a role in the proliferation and/or migration of endothelial cells during angiogenesis following SCI (88) through the modulation of a complex interplay between different proteins including VEGF.

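Cacna1b, the pore subunit of the N-type calcium channel that triggers transmitter release, had similar differences from SCI after both treatments. Its level was 5.37 ± 0.37 in SCI, 6.03 ± 0.19 in PPy/I and 6.07 ± 0.51 in PPy/I+SW/EE (SD, n = 3 per group), and the SCI value lay within the range of the negative control medians. The log2 fold change was 0.66 (standard error 0.27, unadjusted p = 0.0314 from limma) after PPy/I and 0.70 (standard error 0.27, unadjusted p = 0.0242) after PPy/I+SW/EE, and neither met the study's criterion. The p was 0.05 or more in both comparisons without SCI replicate 2 (0.105 and 0.0852) or SCI replicate 3 (0.0924 and 0.0747), for PPy/I without its replicate 2 (0.0774) or 3 (0.0890), and for PPy/I+SW/EE without its replicate 1 (0.0986) or 2 (0.0853). No probe set carries the symbol Adam8.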

Similar to our study, other authors found that the expression of genes related to neuroplasticity and angiogenesis was upregulated by RB (2). 

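Markers of endothelial cells, which line blood vessels, stood lower after PPy/I+SW/EE than after SCI alone. Of 25 measured endothelial markers 21 lay below SCI, and the list fell by a median of 0.34 on the log2 scale (adjusted p = 8.88e-06, and adjusted p = 0.487 with an estimated correlation). Adgrl4, an adhesion receptor of endothelial cells, fell by 1.12 (standard error 0.37) at the study's criterion, from 9.62 ± 0.63 to 8.50 ± 0.42 (SD, n = 3 per group). Another 5 members had an unadjusted p under 0.05 downward, among them Vwf, von Willebrand factor (log2 fold change -0.94, standard error 0.26), and Erg, an endothelial transcription factor (-0.87, standard error 0.24). None passed when adjusted over the list alone. Rgs5, a marker of pericytes, the contractile cells around capillaries, fell by 1.28 (standard error 0.40) at the criterion, while the list of pericyte and smooth muscle markers was not called (median -0.11, adjusted p = 0.303). Adgrl4 was under a fold change of 2 without SCI replicate 1 (log2 fold change -0.96) or 2 (-0.92) or PPy/I+SW/EE replicate 3 (-0.90), and Rgs5 without SCI replicate 2 (-0.93). After PPy/I the endothelial list was not called (median -0.04, adjusted p = 0.963). The lowest endothelial score, -0.44, was that of PPy/I+SW/EE replicate 3, which lay apart from the other arrays, and without it the list had an adjusted p of 0.00256. Nuclear-retained and intron-retaining transcripts also fell in this comparison, by a median of 0.42 with 24 of 24 below SCI (adjusted p = 1.44e-08, and adjusted p = 0.993 with an estimated correlation). Their score overlapped between the groups (exact permutation test, 2-sided, p = 0.2), and the members moved together (estimated correlation 0.59). Every PPy/I+SW/EE array had a lower endothelial score than every SCI array (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The same held for the score of the pericyte and smooth muscle markers. It also held for the ribosomal protein genes, which were not called (adjusted p = 0.297 from camera). Chance separates 10% of scores in this way, in either direction. The endothelial gap was narrow, with -0.077 in SCI replicate 3 against -0.108 in PPy/I+SW/EE replicate 2.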

In the DAVID database, the most functional annotation clustering to the PPy/I+SW/EE treatment included genes involved in angiogenesis, oxygenation, and blood circulation, all of which are required to preserve and recover nerve tissue and, with it, motor function.

Because the underlying molecular mechanisms are still not fully understood, research in this area must continue in order to understand them and to positively influence them.

## 5. Conclusion

Our results provide a view of how PPy/I and PPy/I+SW/EE treatments could allow spinal cord regeneration, and which genes in particular are being regulated. This is valuable because the knowledge of how different cellular and molecular processes contribute to spinal cord regeneration allows us to consider their modulation through new strategies to promote the regeneration of the mammalian spinal cord and its functionality.

PPy/I modifies the expression of genes involved in the developmental process, biogenesis, synapse, and synaptic vesicle trafficking that could induce neurogenesis and synaptic plasticity.

PPy/I+SW/EE promotes the expression of genes involved in the developmental processes, proliferation, neuron development, morphogenesis, cell differentiation, neurogenesis biogenesis, synapses, and synaptic vesicle trafficking.

Although the expression of β-III tubulin was observed in all groups, a decreased expression of caspase-3 in the PPy/I group and GFAP in the PPy/I+SW/EE group was demonstrated, which improve neuronal survival by producing modifications that generate a pro-regenerative microenvironment and improving motor functional recovery in rats with SCI.

Better preservation of nerve tissue was observed in PPy/I and PPy/SW/EE groups.

The best motor function recovery after SCI was observed in the PPy/I+SW/EE group 1 month after follow-up. Thus, this treatment could represent a therapeutic alternative for SCI.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by National Scientific Research Commission of the Mexican Social Security Institute. Registration number 2015-785-060.

## Author contributions

HS-C, SS-T, AC-S, and CO-B: conceptualization, writing-original draft preparation, and writing-review and editing. SS-T, HS-C, AC-S, CO-B, LA-M, RM-L, MO, GC, RO, JM-C, AM-G, AD-R, CR, OF-S, and AA-G: investigation. HS-C: supervision. All authors have read and agreed to the published version of the manuscript.

# Supplementary material for: Gene expression and locomotor recovery in adult rats with spinal cord injury and plasma-synthesized polypyrrole/iodine application combined with a mixed rehabilitation scheme
**Source:** Front Neurol. 2023 May 23;14:1124245. doi: 10.3389/fneur.2023.1124245
**Supplement:** Supplementary file 1

Supplementary Material

**GENE EXPRESSION AND LOCOMOTOR RECOVERY IN ADULT RATS WITH SPINAL CORD INJURY AND PLASMA-SYNTHESIZED POLYPYRROLE/IODINE APPLICATION COMBINED WITH A MIXED REHABILITATION SCHEME**

Angélica Coyoy-Salgado^1,3‡^, Carlos Orozco-Barrios^1,3‡^, Stephanie Sánchez-Torres^2,3^, María Guadalupe Olayo^4^, Guillermo Jesus Cruz^4^, Juan Morales-Corona^5^, Roberto Olayo^5^, Araceli Diaz-Ruiz^6^, Camilo Ríos^6^, Laura Alvarez-Mejia^2,3^, Rodrigo Mondragón-Lozano^1,3^, Axayacatl Morales-Guadarrama^5^, Ana Lucía Alonso García^7^ Omar Fabela-Sánchez^8^, and Hermelinda Salgado-Ceballos^2,3,*^

**Table S1. Genes expressed upstream (65) and expressed downstream (17) after spinal cord injury and PPy/I administration**

| **DOWN** | | | |
| --- | --- | --- | --- |
| **Gene Symbol** | **Description** | **Fold Change** | **P-val** |
| Wapal | Protein Wapal; wings apart-like homolog (Drosophila) | -2.02 | 0.0006 |
| Lpar4 | Lysophosphatidic acid receptor 4 | -2.02 | 0.0352 |
| Calb1 | Calbindin 1 | -2.03 | 0.0083 |
| Stag1 | Stromal antigen 1 | -2.04 | 0.0430 |
| Cdk1 | Cyclin-dependent kinase 1 | -2.07 | 0.0116 |
| Tc2n | Tandem C2 domains, nuclear | -2.07 | 0.0313 |
| Dnhd1-ps1; LOC690093; Dnhd1 | Protein Dnhd1-ps1; dynein heavy chain domain 1, pseudogene 1; hypothetical protein LOC690093. | -2.08 | 0.0484 |
| Junb | Jun B proto-oncogene | -2.12 | 0.0043 |
| Dpysl3 | Dihydropyrimidinase-related protein 3 | -2.13 | 0.0260 |
| Cyr61 | Cysteine-rich, angiogenic inducer, 61 | -2.15 | 0.0255 |
| Dnah11 | Dynein, axonemal, heavy chain 11 | -2.17 | 0.0002 |
| Kitlg | KIT ligand | -2.17 | 0.0105 |
| Ccnl2 | Cyclin L2 | -2.24 | 0.0333 |
| LOC102551451 | Zinc finger protein 665-like | -2.25 | 0.0078 |
| Fhit | Fragile histidine triad gene (Fhit), mRNA. | -2.28 | 0.0206 |
| Pnisr | PNN-interacting serine/arginine-rich protein | -2.32 | 0.0239 |
| Arhgap15 | Rho GTPase activating protein 15 | -2.34 | 0.0034 |
| LOC500300 | Similar to hypothetical protein MGC6835 | -2.34 | 0.0142 |
| Wsb1 | WD repeat and SOCS box-containing 1 | -2.41 | 0.0265 |
| Erap1 | Endoplasmic reticulum aminopeptidase 1 | -2.5 | 0.0136 |
| LOC361346 | Similar to chromosome 18 open reading frame 54 | -2.53 | 0.0003 |
| Kank3 | KN motif and ankyrin repeat domains 3 | -2.53 | 0.0439 |
| Slc35b3 | Solute carrier family 35 (adenosine 3-phospho 5-phosphosulfate transporter), member B3 | -2.54 | 0.0015 |
| Akr1cl | Aldo-keto reductase family 1, member C-like | -2.58 | 0.0181 |
| Rsad2 | Radical S-adenosyl methionine domain containing 2 | -2.68 | 0.0024 |
| Slco1c1 | Solute carrier organic anion transporter family, member 1c1 | -2.69 | 0.0382 |
| Dnah12 | Dynein, axonemal, heavy chain 12. | -2.77 | 0.0072 |
| Adgrl4 | Adhesion G protein-coupled receptor L4 | -2.78 | 0.0054 |
| NONMMUG024767 | Non-coding transcript identified by NONCODE: Exonic | -2.98 | 0.0178 |
| Dopey1 | Dopey family member 1 | -3.08 | 0.0112 |
| Rgs5 | Regulator of G-protein signaling 5 | -3.21 | 0.0041 |
| Hbb-b1; LOC689064 | Hemoglobin, beta adult major chain. | -3.44 | 0.0019 |
| Gpcpd1 | Glycerophosphocholine phosphodiesterase GDE1 homolog (S. cerevisiae) | -3.72 | 0.0115 |
| LOC689064 | Beta-globin | -3.82 | 0.0091 |
| LOC689064 | Beta-globin (LOC689064), mRNA | -4.03 | 0.0028 |
| Hba2; Hba1 | Hemoglobin, alpha 2; hemoglobin, alpha 1 | -4.05 | 0.0014 |
| Hba1 | Hemoglobin, alpha 1 | -4.22 | 0.0056 |
| Slc39a12 | Solute carrier family 39 (zinc transporter), member 12 | -4.31 | 0.0471 |
| Hbb-b1 | Hemoglobin, beta adult major chain | -4.49 | 0.0018 |
| NONMMUG002175 | Non-coding transcript identified by NONCODE: Exonic | -4.83 | 0.0144 |
| LOC100134871 | Beta globin minor gene | -4.85 | 0.0012 |
| Hbb | Hemoglobin, beta | -5.59 | 0.0007 |
| Hba-a1 | Hemoglobin alpha, adult chain 1 | -5.65 | 0.0005 |

**Table 2. Genes expressed upstream (41) and expressed downstream (43) after spinal cord injury and PPy/I + SW/EE treatment**

| **UP** | | | | |
| --- | --- | --- | --- | --- |
| **Gene Symbol** | **Description** | **Fold Change** | **P-val** |  |
| Kcnc3 | Potassium channel, voltage gated Shaw-related subfamily C, member 3 | 3.48 | 0.0469 |  |
| Kcng4 | Potassium channel, voltage gated modifier subfamily G, member 4 | 3.44 | 0.0183 |  |
| Unc5b | Unc-5 netrin receptor B | 3.26 | 0.0195 |  |
| Clip3 | CAP-GLY domain containing linker protein 3 | 2.6 | 0.0141 |  |
| Ttyh3 | Tweety family member 3 | 2.51 | 0.0278 |  |
| LOC102552104 | MLV-related proviral Env polyprotein-like | 2.48 | 0.0349 |  |
| LOC102555039 | MLV-related proviral Env polyprotein-like | 2.48 | 0.0349 |  |
| Sez6 | Seizure related 6 homolog (mouse) | 2.47 | 0.0293 |  |
| Plekho2 | Pleckstrin homology domain containing, family O member 2 | 2.46 | 0.0226 |  |
| Wasf1 | WAS protein family, member 1 | 2.44 | 0.0294 |  |
| Dpysl5 | Protein LOC100911610; ENCODES a protein that exhibits hydrolase activity acting on carbon-nitrogen (but not peptide) bonds in cyclic amides | 2.43 | 0.0055 |  |
| Plppr2 | Phospholipid phosphatase related 2 | 2.33 | 0.0422 |  |
| Slc16a3 | Solute carrier family 16 (monocarboxylate transporter), member 3 | 2.31 | 0.0067 |  |
| Cacna1b | Calcium channel, voltage-dependent, N type, alpha 1B subunit | 2.31 | 0.0160 |  |
| Fam189b | Family with sequence similarity 189, member B | 2.31 | 0.0424 |  |
| Cfap43; LOC690101; Wdr96 | Cilia and flagella associated protein 43; | 2.28 | 0.0205 |  |
| Lpcat4 | Lysophosphatidylcholine acyltransferase 4 | 2.27 | 0.0292 |  |
| Myrf | Myelin regulatory factor | 2.26 | 0.0395 |  |
| Brinp1 | Bone morphogenetic protein/retinoic acid inducible neural-specific 1 | 2.21 | 0.0386 |  |
| Slc18a3 | Solute carrier family 18 (vesicular acetylcholine transporter), member 3 | 2.2 | 0.0356 |  |
| Tor1aip1 | Torsin A interacting protein 1 | 2.18 | 0.0362 |  |
| **Tubb4a** | **Tubulin, beta 4A class IVa** | **2.18** | **0.0385** |  |
| Gp1bb; Sept5 | Glycoprotein Ib (platelet), beta polypeptide; septin 5 | 2.17 | 0.0245 |  |
| Paqr4 | Progestin and adipoQ receptor family member IV | 2.16 | 0.0141 |  |
| Slc17a5 | Solute carrier family 17 (acidic sugar transporter), member 5 | 2.15 | 0.0344 |  |
| Slc36a1 | Solute carrier family 36 (proton/amino acid symporter), member 1 | 2.14 | 0.0027 |  |
| Olr768 | Olfactory receptor 768 | 2.14 | 0.0104 |  |
| Parvg | Parvin, gamma | 2.13 | 0.0413 |  |
| Bcl2 | B-cell CLL/lymphoma 2 | 2.12 | 0.0474 |  |
| Cpne5 | Copine V | 2.09 | 0.0198 |  |
| Slc9a1 | Solute carrier family 9, subfamily A (NHE1, cation proton antiporter 1), member 1 | 2.09 | 0.0236 |  |
| Hapln4; LOC100911378 | Hyaluronan and proteoglycan link protein 4 | 2.07 | 0.0126 |  |
| Aoah | Acyloxyacyl hydrolase (neutrophil) | 2.05 | 0.0021 |  |
| **Vegfb** | **Vascular endothelial growth factor B** | **2.04** | **0.0329** |  |
| Cntfr | Ciliary neurotrophic factor receptor | 2.04 | 0.0414 |  |
| Mgat3 | Mannosyl (beta-1,4-)-glycoprotein beta-1,4-N-acetylglucosaminyltransferase | 2.03 | 0.0022 |  |
| Pou6f1 | POU class 6 homeobox 1 | 2.03 | 0.0166 |  |
| Cdkn1a | Cyclin-dependent kinase inhibitor 1A | 2.01 | 0.0026 |  |
| Pomgnt2 | Protein O-linked mannose N-acetylglucosaminyltransferase 2 (beta 1,4-) | 2 | 0.0217 |  |
| Spen | Spen family transcriptional repressor | 2 | 0.0226 |  |
| Gpx3 | Glutathione peroxidase 3 | 2 | 0.0437 |  |

| **DOWN** | | | |
| --- | --- | --- | --- |
| **Gene Symbol** | **Description** | **Fold Change** | **P-val** |
| Wapal | Protein Wapal; wings apart-like homolog (Drosophila) | -2.02 | 0.0006 |
| Lpar4 | Lysophosphatidic acid receptor 4 | -2.02 | 0.0352 |
| Calb1 | Calbindin 1 | -2.03 | 0.0083 |
| Stag1 | Stromal antigen 1 | -2.04 | 0.0430 |
| Cdk1 | Cyclin-dependent kinase 1 | -2.07 | 0.0116 |
| Tc2n | Tandem C2 domains, nuclear | -2.07 | 0.0313 |
| Dnhd1-ps1; LOC690093; Dnhd1 | Protein Dnhd1-ps1; dynein heavy chain domain 1, pseudogene 1; hypothetical protein LOC690093. | -2.08 | 0.0484 |
| Junb | Jun B proto-oncogene | -2.12 | 0.0043 |
| Dpysl3 | Dihydropyrimidinase-related protein 3 | -2.13 | 0.0260 |
| Cyr61 | Cysteine-rich, angiogenic inducer, 61 | -2.15 | 0.0255 |
| Dnah11 | Dynein, axonemal, heavy chain 11 | -2.17 | 0.0002 |
| Kitlg | KIT ligand | -2.17 | 0.0105 |
| Ccnl2 | Cyclin L2 | -2.24 | 0.0333 |
| LOC102551451 | Zinc finger protein 665-like | -2.25 | 0.0078 |
| Fhit | Fragile histidine triad gene (Fhit), mRNA. | -2.28 | 0.0206 |
| Pnisr | PNN-interacting serine/arginine-rich protein | -2.32 | 0.0239 |
| Arhgap15 | Rho GTPase activating protein 15 | -2.34 | 0.0034 |
| LOC500300 | Similar to hypothetical protein MGC6835 | -2.34 | 0.0142 |
| Wsb1 | WD repeat and SOCS box-containing 1 | -2.41 | 0.0265 |
| Erap1 | Endoplasmic reticulum aminopeptidase 1 | -2.5 | 0.0136 |
| LOC361346 | Similar to chromosome 18 open reading frame 54 | -2.53 | 0.0003 |
| Kank3 | KN motif and ankyrin repeat domains 3 | -2.53 | 0.0439 |
| Slc35b3 | Solute carrier family 35 (adenosine 3-phospho 5-phosphosulfate transporter), member B3 | -2.54 | 0.0015 |
| Akr1cl | Aldo-keto reductase family 1, member C-like | -2.58 | 0.0181 |
| Rsad2 | Radical S-adenosyl methionine domain containing 2 | -2.68 | 0.0024 |
| Slco1c1 | Solute carrier organic anion transporter family, member 1c1 | -2.69 | 0.0382 |
| Dnah12 | Dynein, axonemal, heavy chain 12. | -2.77 | 0.0072 |
| Adgrl4 | Adhesion G protein-coupled receptor L4 | -2.78 | 0.0054 |
| NONMMUG024767 | Non-coding transcript identified by NONCODE: Exonic | -2.98 | 0.0178 |
| Dopey1 | Dopey family member 1 | -3.08 | 0.0112 |
| Rgs5 | Regulator of G-protein signaling 5 | -3.21 | 0.0041 |
| Hbb-b1; LOC689064 | Hemoglobin, beta adult major chain. | -3.44 | 0.0019 |
| Gpcpd1 | Glycerophosphocholine phosphodiesterase GDE1 homolog (S. cerevisiae) | -3.72 | 0.0115 |
| LOC689064 | Beta-globin | -3.82 | 0.0091 |
| LOC689064 | Beta-globin (LOC689064), mRNA | -4.03 | 0.0028 |
| Hba2; Hba1 | Hemoglobin, alpha 2; hemoglobin, alpha 1 | -4.05 | 0.0014 |
| Hba1 | Hemoglobin, alpha 1 | -4.22 | 0.0056 |
| Slc39a12 | Solute carrier family 39 (zinc transporter), member 12 | -4.31 | 0.0471 |
| Hbb-b1 | Hemoglobin, beta adult major chain | -4.49 | 0.0018 |
| NONMMUG002175 | Non-coding transcript identified by NONCODE: Exonic | -4.83 | 0.0144 |
| LOC100134871 | Beta globin minor gene | -4.85 | 0.0012 |
| Hbb | Hemoglobin, beta | -5.59 | 0.0007 |
| Hba-a1 | Hemoglobin alpha, adult chain 1 | -5.65 | 0.0005 |

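Table S1 gives genes as increased by PPy/I with a fold change, and Table S3 sorts genes under terms of gene function. Of the 64 different symbols given as increased in Table S1, 50 have a probe set with that symbol. All 50 lay above SCI, with a median log2 fold change of 1.05 (0.65 to 1.74). Of these, 42 had an unadjusted p under 0.05, 26 met the study's criterion with fold changes from group means, and 0 passed an adjusted p under 0.05 in limma. The study chose these genes on the same arrays, so the tally is not independent evidence. The 26 became 17 without SCI replicate 1, 11 without SCI replicate 2 and 8 without PPy/I replicate 3.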

**Table S3.** Differential gene expression profile after Spinal Cord Injury (SCI) treated with plasma synthesized polypyrrole/iodine (PPy/I) vs SCI.

1. **Molecular Function**

|  | **#** | **%H** | **Gene** |
| --- | --- | --- | --- |
| Binding (GO:0005488) | 15 | 44.1 | Lynx1, Dnajc6, Ncbp2, Dapl1, Rbbp8, Tubb3, Crtc1, Rerg  Mnd1, Ccl9, Dmtn, Per1, Samd14, Wbp2, Syt3 |
| Catalytic activity (GO:0003824) | 9 | 26.5 | Plppr2, Masp1, Mettl16, Pigz, Pcsk2, Rbbp8, Tpk1, Rerg  Camkk1 |
| Molecular function regulator (GO:0098772 | 2 | 5.9 | Lynx1, Ccl9 |
| Molecular transducer activity (GO:0060089) | 1 | 2.9 | Lynx1 |
| Structural molecule activity (GO:0005198) | 1 | 2.9 | Tubb3 |
| Transcription regulator activity (GO:0140110) | 1 | 2.9 | Wbp2 |
| Transporter activity (GO:0005215) | 5 | 14.7 | Slc29a2, Rerg, Kcnh2, Slc32a1, Kcnc3, Slc18a3 |

1. **Biological process**

|  | **#** | **%H** | **Gene** |
| --- | --- | --- | --- |
| Biological phase (GO:0044848) | 1 | 1 | Mnd1 |
| Biological regulation (GO:0065007) | 15 | 14.7 | Sst, Pcsk2, Ache, Dapl1, Atp13a2, Kcnh2, Crtc1, Rerg, Ccl9, Camkk1, Per1, Samd14, Wbp2, Brinp1, Syt3 |
| Cellular component organization or biogenesis (GO:0071840) | 8 | 7.8 | Mettl16, Dnajc6, Tubb3, Mnd1, Dmtn, Samd14, Brinp1, Syt3 |
| Cellular process (GO:0009987) | 24 | 23.5 | Mettl16, Dnajc6, Pigz, Sst, Ncbp2., Pcsk2, Ache, Dapl1, Atp13a2, Rbbp8, Tpk1, Crtc1, Tubb3, Rerg, Mnd1, Cccl9, Dmtn, Camkk1, Per1, Samd14, Wbp2, Slc8a3, Brinp1, Syt3 |
| Developmental process (GO:0032502) | 3 | 2.9 | Hapln4, Samd14, Brinp1 |
| Immune system process (GO:0002376) | 1 | 1 | Ccl9 |
| Localization (GO:0051179) | 9 | 8.8 | Slc29a2, Dnajc6, Sst, Ache, Rerg, Slc32a1, Ccl9, Kcnc3, Syt3 |
| Locomotion (GO:0040011) | 2 | 2 | Sst, Cccl9 |
| Metabolic process (GO:0008152) | 12 | 11.8 | Mettl16, Pigz, Ncbp2, Pcsk2, Dapl1, Rbbp8, Tpk1, Crtc1, Mnd1, Cccl9, Per1, Wbp2 |
| Multi-organism process (GO:0051704) | 1 | 1 | Ccl9 |
| Multicellular organismal process (GO:0032501) | 5 | 4.9 | Ache, Hapln4, Per1, Samd14, Brinp1 |
| Reproduction (GO:0000003) | 1 | 1 | Mnd1 |
| Reproductive process (GO:0022414) | 1 | 1 | Mnd1 |
| Response to stimulus (GO:0050896) | 10 | 9.8 | Ache, Dapl1, Rbbp8, Rerg, Cccl9, Camkk1, Per1, Samd14, Brinp1, Syt3 |
| Rhythmic process (GO:0048511) | 1 | 1 | Per1 |
| Signaling (GO:0023052) | 8 | 7.8 | Ache, Dapl1, Rerg, Cccl9, Camkk1, Samd14, Slc8a3, Syt3 |

1. **Cellular component**

|  | **#** | **%H** | **Gene** |
| --- | --- | --- | --- |
| Cell part (GO:0044464) | 25 | 20.5 | Chgb, Slc29a2, Lynx1, Dnajc6, Pigz, Syngr3, Ncbp2, Pcsk2, Chrne, Rbbp8, Kcnh2, Tubb3, Crtc1, Rerg, Slc32a1, Mnd1, Dmtn, Camkk1, Kcnc3, Per1, Samd14, Wbp2, Slc18a3, Brinp1, Syt3 |
| Cell (GO:0005623) | 25 | 20.5 | Chgb, Slc29a2, Lynx1, Dnajc6, Pigz, Syngr3, Ncbp2, Pcsk2, Ache, Rbbp8, Tubb3, Crtc1, Rerg, Slc32a1, Mnd1, Dmtn, Camkk1, Kcnc3, Per1, Samd14, Wbp2, Slc18a3, Brinp1, Syt3 |
| Extracellular region part (GO:0044421) | 6 | 4.9 | Chgb, Masp1, Sst¸Pcsk2, Ccl9, Hapln4 |
| Extracellular region (GO:0005576) | 6 | 4.9 | Chgb, Masp1, Sst¸Pcsk2, Ccl9, Hapln4 |
| Membrane part (GO:0044425) | 10 | 8.2 | Slc29a2, Lynx1, Pcsk2, Ache, Rerg, Slc32a1, Kcnc3, Samd14, Wbp2, Slc18a3, Brinp1 |
| Membrane (GO:0016020) | 15 | 12.3 | Chgb, Slc29a2, Lynx1, Pigz, Syngr3, Pcsk2, Ache, Rerg, Slc32a1, Kcnc3, Samd14, Slc18a3, Brinp1, Syt3 |
| Organelle part (GO:0044422) | 6 | 4.9 | Syngr3, Pcsk2, Rbbp8, Tubb3, Slc32a1, Slc18a3, |
| Organelle (GO:0043226) | 17 | 13.9 | Chgb, Dnajc6, Pigz, Syngr3, Pcsk2, Rbbp8, Tubb3, Crtc1, Slc32a1, Mnd1, Dmtn, Per1, Samd14, Wbp2, Slc18a3, Brinp1, Syt3 |
| Protein-containing complex (GO:0032991) | 3 | 2.5 | Ncbp2, Kcnc3, Slc18a3 |
| Supramolecular complex (GO:0099080) | 1 | 0.8 | Tubb3 |
| Synapse part (GO:0044456) | 4 | 3.3 | Syngr3, Slc32a1, Samd14, Slc18a3 |
| Synapse (GO:0045202) | 4 | 3.3 | Syngr3, Slc32a1, Samd14, Slc18a3 |

1. **Protein class**

|  | **#** | **%H** | **Gene** |
| --- | --- | --- | --- |
| Cell adhesion molecule (PC00069) | 1 | 2.9 | Thy1 |
| Chaperone (PC00072) | 1 | 2.9 | Clip3 |
| Cytoskeletal protein (PC00085) | 2 | 5.7 | Tubb3, Dmtn |
| Extracellular matrix protein (PC00102) | 2 | 5.7 | Hapln4, Spock2 |
| Gene-specific transcriptional regulator (PC00264) | 3 | 8.6 | Rbbp8, Crtc1, Per1 |
| Intercellular signal molecule (PC00207) | 3 | 8.6 | Vgf, Sst, Ccl9 |
| Membrane traffic protein (PC00150) | 4 | 11.4 | Dnajc6, Syngr3, Sncb, Syt3 |
| Metabolite interconversion enzyme (PC00262) | 7 | 20 | Plppr2, Trpt1, Mettl16, Pomgnt2, Pigz, Nat8l, Sgpp2 |
| Nucleic acid binding protein (PC00171) | 1 | 2.9 | Ncbp2 |
| Protein modifying enzyme (PC00260) | 5 | 14.3 | Masp1, Mest, Pcsk2, Adam8, Camkk1 |
| Protein-binding activity modulator (PC00095) | 1 | 2.9 | Rerg |
| Scaffold/adaptor protein (PC00226) | 2 | 5.7 | Btbd11, Ncdn |
| Transporter (PC00227) | 3 | 8.6 | Slc29a2, Ache, Slc18a3 |

Number of genes in each category (column #), the percentage of gene hits against the total number of genes (column %H) for treatment are indicated. GO: gene ontology; PC: protein class.

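Table S2 gives genes as increased or decreased by PPy/I+SW/EE with a fold change, and Table S4 sorts genes under terms of gene function. Of 41 symbols given as increased in Table S2, 32 have a probe set with that symbol, and all 32 lay above SCI, with a median log2 fold change of 0.81 (0.60 to 1.12). Of 42 symbols given as decreased, 27 were matched to a probe set, and 26 lay below SCI, with a median of -1.03. The alpha globin names of the table were not matched, because rat genes have shared them; with Hba-a1 taken by name, 27 of 28 lay below SCI and 13 met the study's criterion. An unadjusted p under 0.05 was reached by 26 of the increased and 21 of the decreased genes. The study's criterion, with fold changes from group means, was met by 3 and 12, while 0 passed an adjusted p under 0.05 in limma. Under cellular process Table S4 names 30 genes, though it gives their number as 34, and of those named 24 were measured, 12 above SCI and 12 below. Among them, Gpx3, an extracellular glutathione peroxidase, had a log2 fold change of 0.82 (standard error 0.22), and Calb1, the calcium-binding protein calbindin, had -0.90 (standard error 0.30). These genes were chosen by the study on the same arrays and are not independent evidence. The 3 became 15 without SCI replicate 3, 17 without PPy/I+SW/EE replicate 3, 1 without SCI replicate 1 and 0 without SCI replicate 2, and the 12 became 5 without SCI replicate 1 and 19 without SCI replicate 3.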

**Table S4.** Differential gene expression profile after Spinal Cord Injury (SCI) treated with polypyrrole/iodine plus swimming and enriched environment (PPy/I + SW/EE) vs SCI.

1. **Molecular Function**

|  | **#** | **%H** | **Gene** |
| --- | --- | --- | --- |
| Binding (GO:0005488) | 20 | 32.8 | Bcl2, Hbb, Spen, Dnah12, Cyr61, Stag1, Myrf, Parvg, Ccnl2, Kitlg, Dnah11, Vegfb, Tubb4a, Cntfr, Gpx3, Calb1, Junb, Erap1, Hba1, Cpne5 |
| Catalytic activity (GO:0003824) | 12 | 19.7 | Hbb, Dnah12, Plppr2, Ccnl2, Dnah11, Cdk1, Gpx3, Mgat3, Dpysl3, Dpysl5, Erap1, Hba1 |
| Molecular function regulator (GO:0098772) | 3 | 4.9 | Ccnl2, Kitlg, Vegfb |
| Molecular transducer activity (GO:0060089) | 8 | 13.1 | Olr768, Paqr4, Unc5b, Adgrl4, Ccnl2, Cdk1, Cntfr, Lpar4 |
| Structural molecule activity (GO:0005198) | 1 | 1.6 | Tubb4a |
| Transcription regulator activity (GO:0140110) | 3 | 4.9 | Myrf, Pou6f1, Junb |
| Transporter activity (GO:0005215) | 14 | 23 | Hbb, Slc9a1, Slc36a1, Slc16a3, Tth3, Kcng4, Slc35b3, Slc39a12, Slc17a5, Cacna1b, Kcnc3, Hba1, Slc18a3, Slco1c1 |

1. **Biological Process**

|  | **#** | **%H** | **Gene** |
| --- | --- | --- | --- |
| Biological adhesion (GO:002261) | 2 | 1.6 | Cyr61, Parvg |
| Biological regulation (GO:0065007) | 17 | 13.9 | Bcl2, Arhgap15, Cyr61, Slc9a1, Myrf, Olr768, Adgrl4, Ccnl2, Kitlg, Pou6f1, Vegfb, Slc39a12, Kank3, Calb1, Junb, Lpar4, Brinp1 |
| Cell population proliferation (GO:0008283) | 3 | 2.5 | Kitlg, Vegfb, Junb |
| Cellular component organization or biogenesis (GO:0071840) | 7 | 5.7 | Stag1, Unc5b, Parvg, Tubb4a, Dpysl3, Kank3, Brinp1 |
| Cellular process (GO:0009987) | 34 | 27.9 | Bcl2, Hbb, Spen, Dnah12, Cyr61, Slc9a1, Stag1, Myrf,  Olr768, Unc5b, Adgrl4,Parvg, Ccnl2, Gpcpd1, Kitlg, Dnah11, Pou6f1, Vegfb, Cdk1, Tubb4a, Slc39a12, Gpx3, Dpysl3, Dpysl5, Cacna1b, Kank3, Calb1, Junb, Erap1, Lpar4 |
| Developmental process (GO:0032502 | 7 | 5.7 | Unc5b, Parvg, Pou6f1, Vegfb, Hapln4, Junb, Brinp1 |
| Immune system process (GO:0002376) | 1 | 0.8 | Vegfb |
| Localization (GO:0051179) | 10 | 8.2 | Slc9a1, Slc36a1, Slc16a3, Kcng4, Vegfb, Slc39a12, Slc17a5, Cacna1b, Kcnc3, Slco1c1 |
| Locomotion (GO:0040011) | 2 | 1.6 | Unc5b, Vegfb |
| Metabolic process (GO:0008152) | 15 | 12.3 | Hbb, Spen, Myrf, Ccnl2, Gpcpd1, Pou6f1, Vegfb, Cdk1, Gpx3, Mgat3, Dpysl3, Dpysl5, Junb, Erap1, Hba1 |
| Multi-organism process (GO:0051704) | 1 | 0.8 | Junb |
| Multicellular organismal process (GO:0032501) | 4 | 3.3 | Unc5b, Vegfb, Hapln4, Brinp1 |
| Response to stimulus (GO:0050896) | 10 | 8.2 | Bcl2, Cyr61, Olr768, Unc5b, Adgrl4, Vegfb, Junb, Lpar4, Cpne5, Brinp1 |
| Signaling (GO:0023052) | 9 | 7.4 | Bcl2, Cyr61, Olr768, Adgrl4, Vegfb, Cacna1b, Calb1, Lpar4, Slc18a3 |

1. **Cellular component**

|  | **#** | **%H** | **Gene** |
| --- | --- | --- | --- |
| Cell junction (GO:0030054) | 1 | 0.6 | Parvg |
| Cell part (GO:0044464) | 34 | 21.4 | Bcl2, Arhgap15, Hbb, Spen, Dnah12, Slc9a1, Stag1, Myrf, Adgrl4, Parvg, Slc16a3, Ccnl2, Kitlg, Dnah11, Ttyh3, *Kcng4*, Pou6f1, Cdk1  Slc35b3, Tubb4a, Cntfr, Slc39a12, Slc17a5, Kank3, Kcnc3, Calb1, Junb, Erap1, Lpar4, Hba1 |
| Cell (GO:0005623) | 34 | 21.4 | Bcl2, Arhgap15, Hbb, Spen, Dnah12, Slc9a1, Stag1, Myrf, Adgrl4, Parvg, Slc16a3, Ccnl2, Kitlg, Dnah11, Ttyh3, Kcng4, Pou6f1, Cdk1  Slc35b3, Tubb4a, Cntfr, Slc39a12, Slc17a5, Kank3, Kcnc3, Calb1, Junb, Erap1, Lpar4, Hba1 |
| Extracellular region part (GO:0044421) | 6 | 3.8 | Hbb, Cyr61, Slc9a1, Vegfb, Gpx3, Hapln4, Hba1 |
| Extracellular region (GO:0005576) | 6 | 3.8 | Hbb, Cyr61, Slc9a1, Vegfb, Gpx3, Hapln4, Hba1 |
| Membrane part (GO:0044425) | 14 | 8.8 | Dnah12, Adgrl4, Slc16a3, Dnah11, Kcng4, Slc35b3, Cntfr, Slc39a12, Kcnc3, Calb1, Lpar4, Slc18a3, Slco1c1, Brinp1 |
| Membrane (GO:0016020) | 20 | 12.6 | Bcl2, Dnah12, Slc9a1, Adgrl4, Slc16a3, Kitlg, Dnah11, Ttyh3, Kcng4, Slc35b3, Cntfr, Slc39a12, Kcnc3, Calb1, Erap1, Lpar, Cpne5, Slc18a3, Slco1c1, Brinp1 |
| Membrane-enclosed lumen (GO:0031974) | 1 | 0.6 | Junb |
| Organelle part (GO:0044422) | 8 | 5 | Bcl2, Dnah12, Stag1, Dnah11, Slc35b3, Tubb4a, Junb, Slc18a3 |
| Organelle (GO:0043226) | 18 | 11.3 | Bcl2, Spen, Dnah12, Stag1, Myrf, Parvg, Ccnl2, Dnah11, Pou6f1, Cdk1, Slc35b3, Tubb4a, Slc17a5, Kank3, Calb1, Junb, Slc8a3, Brinp1 |
| Protein-containing complex (GO:0032991) | 10 | 6.3 | Hbb, Dnah12, Stag1, Dnah11, Kcng4, Cntfr, Kcnc3, Junb, Hba1, Slc18a3 |
| Supramolecular complex (GO:0099080) | 3 | 1.9 | Dnah11, Dnha12, Tubb4a |
| Synapse part (GO:0044456) | 2 | 1.3 | Calb1, Slc8a3 |
| Synapse (GO:0045202) | 2 | 1.3 | Calb1, Slc8a3 |

1. **Protein class**

|  | **#** | **%H** | **Gene** |
| --- | --- | --- | --- |
| Calcium-binding protein (PC00060 | 1 | 2.5 | Calb1 |
| Chaperone (PC00072) | 1 | 2.5 | Clip3 |
| chromatin/chromatin-binding, or -regulatory protein (PC00077 | 1 | 2.5 | Stag1 |
| Cytoskeletal protein (PC00085) | 6 | 15 | Dnah12, Parvg, Dnah11, Wasf1, Tubb4a, Kank3 |
| Extracellular matrix protein (PC00102) | 1 | 2.5 | Hapln4 |
| Gene-specific transcriptional regulator (PC00264 | 1 | 2.5 | Junb |
| Intercellular signal molecule (PC00207) | 3 | 7.5 | Cyr61, Vegfb, Cntfr |
| Metabolite interconversion enzyme (PC00262) | 8 | 20 | Plppr2, Pomgnt2, Gpcpd1, Gpx3, Mgat3, Dpysl3, Dpysl5, Lpcat4 |
| Nucleic acid binding protein (PC00171) | 1 | 2.5 | Spen |
| Protein modifying enzyme (PC00260) | 2 | 5 | Cdk1, Erap1 |
| Protein-binding activity modulator (PC00095 | 3 | 7.5 | Arhgap15, Rgs5 |
| Transmembrane signal receptor (PC00197) | 3 | 7.5 | Paqr4, Unc5b, Adgrl4 |
| Transporter (PC00227) | 9 | 22.5 | Slc9a1, Slc36a1, Slc16a3, Ttyh3, Slc35b3, Slc39a12, Scl17a5, Slc18a3, Slco1c1 |

1. **Pathway**

|  | **#** | **%H** | **Gene** |
| --- | --- | --- | --- |
| Apoptosis signaling pathway (P00006) | 1 | 3.2 | Bcl2 |
| Axon guidance mediated by netrin (P00009) | 1 | 3.2 | Unc5b |
| Axon guidance mediated by semaphorins (P00007) | 2 | 6.5 | Dpysl3  Dpysl5 |
| Blood coagulation (P00011) | 1 | 3.2 | Gp1bb |
| CCKR signaling map (P06959) | 1 | 3.2 | Bcl2 |
| Cytoskeletal regulation by Rho GTPase (P00016) | 1 | 3.2 | Tubb4a |
| Endogenous cannabinoid signaling (P05730) | 1 | 3.2 | Cacna1b |
| GABA-B receptor II signaling (P05731) | 1 | 3.2 | Cacna1b |
| Gonadotropin-releasing hormone receptor pathway (P06664) | 1 | 3.2 | Junb |
| Heterotrimeric G-protein signaling pathway-Gi alpha and Gs alpha mediated pathway (P00026) | 1 | 3.2 | Rgs5 |
| Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway (P00027) | 2 | 6.5 | Rgs5  Cacna1b |
| Huntington disease (P00029) | 1 | 3.2 | Tubb4a |
| Inflammation mediated by chemokine and cytokine signaling pathway (P00031) | 1 | 3.2 | Junb |
| Interleukin signaling pathway (P00036) | 1 | 3.2 | Cdkn1a |
| Ionotropic glutamate receptor pathway (P00037) | 1 | 3.2 | Cacna1b |
| Metabotropic glutamate receptor group II pathway (P00040) | 1 | 3.2 | Cacna1b |
| Metabotropic glutamate receptor group III pathway (P00039) | 1 | 3.2 | Cacna1b |
| Muscarinic acetylcholine receptor 1 and 3 signaling pathway (P00042) | 1 | 3.2 | Slc18a3 |
| Muscarinic acetylcholine receptor 2 and 4 signaling pathway (P00043) | 1 | 3.2 | Slc18a3 |
| Nicotinic acetylcholine receptor signaling pathway (P00044) | 1 | 3.2 | Slc18a3 |
| Oxidative stress response (P00046) | 1 | 3.2 | Bcl2 |
| PDGF signaling pathway (P00047) | 1 | 3.2 | Arhgap15 |
| Pyrimidine Metabolism (P02771) | 2 | 6.5 | Dpysl3  Dpysl5 |
| TGF-beta signaling pathway (P00052) | 1 | 3.2 | Junb |
| Thyrotropin-releasing hormone receptor signaling pathway (P04394) | 1 | 3.2 | Cacna1b |
| p53 pathway feedback loops 2 (P04398) | 1 | 3.2 | Cdkn1a |
| p53 pathway (P00059) | 2 | 6.5 | Cdkn1a |

Number of genes in each category (column #), the percentage of gene hits against the total number of genes (column %H) for treatment. GO, gene ontology. PC, protein class. P, pathway.

**Table S5.** DAVID functional annotation of gene up-regulated after spinal cord injury

(SCI) and treatment with plasma-synthesized polypyrrole/iodine (PPy/I).

| **Enrichment Score: 1.43** | **Count** | **P_Value** | **Benjamini** |
| --- | --- | --- | --- |
| [Methylation](http://www.uniprot.org/keywords/?query=Methylation) | 8 | 1.2E-3 | 4.6E-2 |
| [Synapse](http://www.uniprot.org/keywords/?query=Synapse) | 5 | 1.8E-2 | 4.0E-1 |
| [Cell junction](http://www.ebi.ac.uk/QuickGO/GTerm?id=GO:0030054) | 5 | 4.6E-2 | 3.8E-1 |
| [Cell junction](http://www.uniprot.org/keywords/?query=Cell%20junction) | 5 | 7.3E-2 | 6.7E-1 |
| [Cell membrane](http://www.uniprot.org/keywords/?query=Cell%20membrane) | 6 | 9.8E-1 | 1.0E0 |
| **Enrichment Score: 1.23** | **Count** | **P_Value** | **Benjamini** |
| Metal ion-binding site:Calcium 1; via carbonyl oxygen | 3 | 5.1E-3 | 6.0E-1 |
| Metal ion-binding site:Calcium 1 | 3 | 9.6E-3 | 5.8E-1 |
| Metal ion-binding site:Calcium 2 | 3 | 1.3E-2 | 5.4E-1 |
| [Calcium](http://www.uniprot.org/keywords/?query=Calcium) | 5 | 1.4E-1 | 7.9E-1 |
| [Metal ion binding](http://www.ebi.ac.uk/QuickGO/GTerm?id=GO:0046872) | 5 | 6.3E-1 | 1.0E0 |
| [Metal-binding](http://www.uniprot.org/keywords/?query=Metal-binding) | 7 | 7.3E-1 | 1.0E0 |
| **Enrichment Score: 0.98** | **Count** | **P_Value** | **Benjamini** |
| [Cleavage on pair of basic residues](http://www.uniprot.org/keywords/?query=Cleavage%20on%20pair%20of%20basic%20residues) | 4 | 2.2E-2 | 3.5E-1 |
| [Disulfide bond](http://www.uniprot.org/keywords/?query=Disulfide%20bond) | 13 | 6.2E-2 | 6.6E-1 |
| Signal peptide | 11 | 1.0E-1 | 9.1E-1 |
| [Secreted](http://www.uniprot.org/keywords/?query=Secreted) | 6 | 2.8E-1 | 9.0E-1 |
| Disulfide bond | 8 | 3.0E-1 | 1.0E0 |
| **Enrichment Score: 0.75** | **Count** | **P_Value** | **Benjamini** |
| [IGv](http://smart.embl.de/smart/do_annotation.pl?DOMAIN=SM00406) | 3 | 4.7E-2 | 8.5E-1 |
| [Immunoglobulin V-set](http://www.ebi.ac.uk/interpro/IEntry?ac=IPR013106) | 3 | 1.6E-1 | 1.0E0 |
| [Immunoglobulin-like fold](http://www.ebi.ac.uk/interpro/IEntry?ac=IPR013783) | 5 | 2.4E-1 | 1.0E0 |
| [Immunoglobulin-like domain](http://www.ebi.ac.uk/interpro/IEntry?ac=IPR007110) | 3 | 5.7E-1 | 1.0E0 |
| **Enrichment Score: 0.7** | **Count** | **P_Value** | **Benjamini** |
| [Endoplasmic reticulum membrane](http://www.ebi.ac.uk/QuickGO/GTerm?id=GO:0005789) | 5 | 1.1E-1 | 5.9E-1 |
| [Endoplasmic reticulum](http://www.uniprot.org/keywords/?query=Endoplasmic%20reticulum) | 5 | 1.6E-1 | 8.1E-1 |
| [Transferase](http://www.uniprot.org/keywords/?query=Transferase) | 6 | 4.6E-1 | 9.7E-1 |
| **Enrichment Score: 0.57** | **Count** | **P_Value** | **Benjamini** |
| [Integral component of membrane](http://www.ebi.ac.uk/QuickGO/GTerm?id=GO:0016021) | 23 | 2.3E-1 | 8.3E-1 |
| [Transmembrane](http://www.uniprot.org/keywords/?query=Transmembrane) | 25 | 2.5E-1 | 8.9E-1 |
| [Membrane](http://www.uniprot.org/keywords/?query=Membrane) | 28 | 3.0E-1 | 9.0E-1 |
| [Transmembrane helix](http://www.uniprot.org/keywords/?query=Transmembrane%20helix) | 24 | 3.2E-1 | 9.1E-1 |

The p-values associated with each terms inside the clusters is p-values by the Fisher

Exact Test which represents the “degree of enrichment” of the annotation term with the input

gene list. The Benjamini value is a parameter generated during adjustment of the P‑value

for multiple comparisons.

**Table S6.** DAVID functional annotation of the up-regulated gene expression after

spinal cord injury and application of polypyrrole/iodine plus swimming and enriched

environment (PPy/I+SW/EE).

The p-values associated with each terms inside the clusters is p-values by the Fisher

Exact Test which represents the “degree of enrichment” of the annotation term with

the input gene list. Benjamini FDR q-value is the correction for multiple comparison

implemented method by Benjamini in 1995.

How the deposited data were processed for this re-analysis (not part of the article)

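Gene expression in the injured spinal cord was measured on Clariom S rat arrays in 3 groups of rats with SCI (SCI, PPy/I and PPy/I+SW/EE), with 3 biological replicates per group and 1 array per replicate. The deposited table holds log2 values per probe set. The methods name intensity signals from Expression Console, pre-processing and quantile normalization in the Transcriptome Analysis Console, and RMA; which of these steps made the deposited values is not stated. The values were used as deposited. Of 24834 rows, 23188 are probe sets for genes, and the 31 AFFX, 63 ERCC, 1153 negative control and 399 positive control probe sets were left out of the tests. The platform table gives 1 gene symbol for 15049 probe sets (15037 different symbols) and none for 8139. The symbols of the platform table needed no update through the gene identifier, 13 symbols of the gene lists were matched under the name they now carry, and 10 symbols have more than 1 probe set. The alpha globin names of the paper's tables (Hba-a1 and Hba1) were not matched, because the gene table gives each of them to more than 1 rat gene as a present or earlier name, and other genes of the paper without a probe set of that symbol were not guessed, and no genome was used, so no coordinates are given.

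The analysis was written in R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The 3 group means were fitted to all 9 arrays with lmFit and eBayes, without a replicate block (residual degrees of freedom 6, prior degrees of freedom 5.17), and PPy/I was compared with SCI, PPy/I+SW/EE with SCI, and PPy/I+SW/EE with PPy/I. Each gene's error is limma's moderated standard error. Counts were taken at the study's criterion, a fold change of 2 or more in either direction with an unadjusted p under 0.05 from limma, and at a Benjamini-Hochberg adjusted p under 0.05 from limma. The methods give an unpaired one-way ANOVA, and the plain ANOVA and the plain t-test were run as alternatives. The paper's methods do not name a t-test for the arrays. The words rose and fell are used for an adjusted p under 0.05 or, where stated, for the study's criterion.

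The 37 gene lists were written from the paper's topics and from cell types of the cord. Where a topic was a finding of the paper on these arrays, its list is not independent of them. Each list was tested with limma's camera at a preset correlation of 0.01, with 1 probe set per gene (the one with the highest mean), and adjusted over the lists of a comparison. The tests were repeated with a correlation estimated from the arrays and with fry. Members were also counted after adjustment over the list alone. A list score is the mean over the members of the log2 values centred on each gene's mean over all arrays.

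The genes named were set by rule: every gene the paper names, whose values in the paper's tables had been seen; for each treatment against SCI, up to 10 genes with a symbol and the largest increase and up to 10 with the largest decrease among those past the study's criterion in which the groups' arrays do not overlap; and for each list, up to 4 members with the smallest p. The genes changed by both treatments were counted, and 100 data sets of unchanged groups were simulated against the same SCI arrays. Random lists of like intensity (10000 for each tested list) gave the range of medians that probe sets of that intensity have.

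The pipeline was tested on simulated data with known changes. Of 100 probe sets changed by 1 on the log2 scale and 100 changed by 2, 60 and 100 met the study's criterion, and 58 and 98 passed an adjusted p under 0.05; 41 unchanged probe sets met the criterion and 6 passed the adjusted p. Of 20 lists tested there, the 2 changed lists were found and 0 of the 18 unchanged lists were called, with either correlation. The simulated probe sets varied independently of each other. The simulation therefore does not test false calls for lists whose members move together, such as the neuron markers (estimated correlation 0.83).

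The alternatives were a fit of the compared groups alone, the methods' ANOVA, a plain t-test, eBayes with an intensity trend and robust with a trend, filters on dim probe sets, quantile normalization, centring on array medians, array weights, replicate number as a block, 1 probe set per gene symbol, other thresholds, and each array left out in turn. Replicate numbers did not pair the arrays: of 9 pairs with the same number, 2 had a correlation of residuals above 0.1 (-0.139 to 0.170). Fold changes from Tukey's biweight averages of each group were added after the fold changes had been seen. A correction for GC content was planned and not run, because no transcript sequences were available. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.22.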

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

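The tests of explanations for the neuron genes and for the hemoglobin genes were chosen after these results had been seen, and the splits of the arrays were planned.

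After PPy/I the neuron markers stood higher than after SCI alone by a median of 0.73 on the log2 scale, and the presynaptic genes moved with them. A shift shared by all probe sets of like intensity is argued against, since 95% of random lists of such probe sets had medians between -0.0925 and 0.124. Other effects of the authors' normalization were not tested. Random lists also lack the correlation between these markers (estimated at 0.83), so the range can be too narrow. A candidate explanation is the share of neuronal tissue in the piece of cord: with 18 neuron markers and 41 presynaptic genes that are in neither the other list nor the study's tables, the scores also moved together between arrays of a group, with r = 0.995 for their deviations from the group means (Spearman's rho 0.983, permutation p = 5.51e-06, adjusted p = 1.65e-05 over 3 relations, and r = 0.983 without PPy/I+SW/EE replicates 1 and 3, the farthest from the median). The permutation treated all deviations as exchangeable, though they are centred within each group, so this p is not exact. Both lists hold neuronal genes, so a change of expression shared within neurons could give the same correlation. The correlation therefore does not single out the share of tissue. Myelin and oligodendrocyte genes were also higher after PPy/I (median 0.17, adjusted p = 0.00928, and adjusted p = 0.641 with an estimated correlation), with calls that ended without SCI replicate 1 (0.142) or PPy/I replicate 2 (0.126). The paper's histology, on other animals of these groups, reports a cystic zone in controls and better preserved nerve tissue after either treatment. It was not done on the pieces of cord used for the arrays. Neurons spared by PPy/I, a change of expression within neurons, and pieces of cord that held more gray matter all stay open, since no array sample measures these apart.

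The hemoglobin genes after PPy/I+SW/EE stood lower than after SCI alone by a median of 1.52 (log2 fold change -1.52). A shift shared by all probe sets of like intensity is argued against, since the same range of random lists of like intensity went down to -0.150. Other effects of the authors' normalization were not tested. Less blood in the tissue may account for the lower hemoglobin genes: over the 9 arrays the hemoglobin score followed Alas2, an enzyme of red cell precursors (r = 0.880, rho = 0.817, exact permutation p = 0.00275, also after adjustment over 3 relations; within groups r = 0.856; without PPy/I+SW/EE replicates 1 and 3, r = 0.790, p = 0.0393). Against a large share of red cell precursors, the list of 13 erythroid markers was not called (median -0.07, adjusted p = 0.504), though 8 of them lie under the highest negative control median (5.62), and Alas2 itself is near it, with means of 5.93 in SCI and 5.39 in PPy/I+SW/EE. Fewer vessels may also account for the lower hemoglobin genes: the score followed that of the endothelial markers (r = 0.896, rho = 0.783, exact permutation p = 9.95e-04, adjusted p = 0.00149; within groups r = 0.748), but without PPy/I+SW/EE replicates 1 and 3 r was 0.705 and the p no longer passed (0.0839), so this test rests in part on those arrays. Pericyte and smooth muscle markers were not called (adjusted p = 0.303 from camera). Even so, every PPy/I+SW/EE array had a lower score of these markers than every SCI array (exact permutation test, 2-sided, p = 0.1). Chance separates 10% of scores in this way, in either direction. The arrays do not separate a difference in vessels, in blood left in the tissue at collection, or in bleeding at the lesion, and the effect of rehabilitation itself was not tested apart from PPy/I.

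With 3 arrays against 3 there are 10 splits, the real grouping among them, too few for a share under 0.05, so only the counts are given, and each count includes the real grouping. For PPy/I against SCI, 4 of 10 splits gave as many probe sets past the study's criterion as the real 53 (highest other 76), and 2 gave as many gene lists as the real 16 (highest other 16). For PPy/I+SW/EE against SCI, 7 gave as many probe sets as the real 41 (highest other 323), and 9 as many lists as the real 6 (highest other 20). For PPy/I+SW/EE against PPy/I, 6 gave as many probe sets as the real 31 (highest other 152), and 7 as many lists as the real 13 (highest other 20). Splits with several times the real count point to a structure of the samples, and PPy/I+SW/EE replicate 3 lies apart from the other arrays.

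In the direct comparison of PPy/I+SW/EE with PPy/I, which tests whether the effects of the treatments differ, 12 lists were lower and 1 was higher. Hemoglobin genes had a median log2 fold change of -2.20 (adjusted p = 3.30e-08, and adjusted p = 0.283 with an estimated correlation), with an adjusted p of 2.75e-11 to 8.04e-06 when 1 array was left out and 0.0955 without the 4 beta globins matched to the study's tables. Without the adult alpha globins as well the direction turned (0.297), but only embryonic and fetal globins were then left, which do not test the adult genes. Endothelial markers had -0.39 (adjusted p = 1.91e-07, and adjusted p = 0.283 with an estimated correlation), with 4.67e-09 to 8.49e-05 when 1 array was left out. Pericyte and smooth muscle markers had -0.24 (adjusted p = 0.0256, and adjusted p = 0.369 with an estimated correlation), a call that ended without PPy/I replicate 2 (0.0840) or PPy/I+SW/EE replicate 1 (0.150), with probe sets under the median left out (0.0604) and without the genes of the study's tables (0.0955). Inhibitory neuron genes had -0.69 (adjusted p = 1.91e-07, and adjusted p = 0.594 with an estimated correlation), a call that ended without PPy/I+SW/EE replicate 3 (0.371). Neuron markers had -0.39 (adjusted p = 7.49e-06, and adjusted p = 0.745 with an estimated correlation) and presynaptic genes -0.37 (adjusted p = 1.93e-06, and adjusted p = 0.745 with an estimated correlation), and without PPy/I+SW/EE replicate 3 both were higher instead (0.0457 and 0.0475). Voltage-gated ion channels had -0.18 (adjusted p = 0.00928, and adjusted p = 0.745 with an estimated correlation), not called without PPy/I replicate 3 (0.277) and higher without PPy/I+SW/EE replicate 3 (0.0248).

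In the same comparison, axon growth and regeneration genes had a median of -0.10 (adjusted p = 0.0101, and adjusted p = 0.594 with an estimated correlation), not called without PPy/I replicate 3 (0.216) or PPy/I+SW/EE replicate 3 (0.447), or with probe sets under the median left out (0.0627). Myelin and oligodendrocyte genes had -0.16 (adjusted p = 0.0256, and adjusted p = 0.745 with an estimated correlation), not called without PPy/I replicate 2 (0.248) or 3 (0.0904) or PPy/I+SW/EE replicate 3 (0.597, direction turned). Immediate early genes had -0.19 (adjusted p = 0.00985, and adjusted p = 0.526 with an estimated correlation), not called without PPy/I replicate 3 (0.134) or PPy/I+SW/EE replicate 1 (0.226). Interferon response genes had -0.27 (adjusted p = 0.0379, and adjusted p = 0.745 with an estimated correlation), not called without PPy/I replicate 1 (0.107) or 2 (0.337) or PPy/I+SW/EE replicate 1 (0.724) or 2 (0.133), with probe sets under the median left out (0.0604), with quantile normalization (0.0521) or without the genes of the study's tables (0.0955). Nuclear-retained and intron-retaining transcripts had -0.19 (adjusted p = 0.00390, and adjusted p = 0.745 with an estimated correlation), not called without PPy/I replicate 2 (0.0840) or PPy/I+SW/EE replicate 1 (0.0739) or 2 (0.119). Ribosomal protein genes had 0.0937 (adjusted p = 0.00345, and adjusted p = 0.655 with an estimated correlation), not called without PPy/I replicate 1 (0.0561) or 3 (0.156).

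Further lists also differed from SCI. After PPy/I, ribosomal protein genes had a median log2 fold change of -0.15, with 56 of 65 below SCI (adjusted p = 8.83e-06, and adjusted p = 0.482 with an estimated correlation). Inflammation genes had -0.13 after PPy/I (adjusted p = 0.0138, and adjusted p = 0.482 with an estimated correlation), not called without SCI replicate 3 (0.417) or PPy/I replicate 3 (0.0873). Nuclear-retained and intron-retaining transcripts had -0.20 after PPy/I (adjusted p = 0.00334, and adjusted p = 0.641 with an estimated correlation), not called without SCI replicate 2 (0.730, direction turned) or PPy/I replicate 3 (0.211). Oxidative phosphorylation genes had 0.11 after PPy/I (adjusted p = 0.0137, and adjusted p = 0.687 with an estimated correlation), not called without SCI replicate 3 (0.980, direction turned) or PPy/I replicate 2 (0.0531). Endothelial markers had -0.34 after PPy/I+SW/EE (adjusted p = 8.88e-06, and adjusted p = 0.487 with an estimated correlation). Interferon response genes had -0.28 after PPy/I+SW/EE (adjusted p = 0.00293, and adjusted p = 0.993 with an estimated correlation), not called without SCI replicate 3 (0.959) or PPy/I+SW/EE replicate 1 (0.358). Nuclear-retained and intron-retaining transcripts had -0.42 after PPy/I+SW/EE, with 24 of 24 below SCI (adjusted p = 1.44e-08, and adjusted p = 0.993 with an estimated correlation), though their score overlapped between the groups (exact permutation test, 2-sided, p = 0.2).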

How the results depend on the processing

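The fold changes from Tukey's biweight averages, and the list without adult alpha globins, were chosen after seeing the data, and the other alternatives were planned; the cause of a change was not tested unless stated. No probe set passed an adjusted p under 0.05 in any comparison under any alternative run, array left out or not. The GC correction, alone, with the replicate block and before camera, was not run, because no transcript sequences were available. For arrays the limit is signal over background: 40.9% of the gene probe sets had a mean under the highest negative control median (5.62), so changes in these are hard to see. Fits without 1 array leave 2 arrays in a group and assume that they vary like the other groups.

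Probe sets past the study's criterion after PPy/I (45 higher, 8 lower) were 74 higher with the 2 compared groups only, 12 higher and 5 lower with the methods' ANOVA, 3 lower with the plain t-test, 2 lower with 1 probe set per gene symbol (where fewer probe sets were tested), and 14 and 16 lower with biweight averages without and with an intensity trend. They were 253 and 149 at a fold change of 1.5 or more, 13 and 5 at p under 0.01, and 2 and 0 at a fold change of 4 or more, as stricter and looser thresholds give. Without 1 array they were 30 to 88 higher and 8 to 26 lower.

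After PPy/I+SW/EE (12 higher, 29 lower) they were 3 and 14 with the methods' ANOVA, 3 and 7 with the plain t-test, 64 and 59 with array weights, 6 and 16 with 1 probe set per gene symbol, and 37 and 41 higher with biweight averages without and with an intensity trend. They were 214 and 224 at a fold change of 1.5, 4 and 14 at p under 0.01, and 0 and 3 at a fold change of 4. Without 1 array they were 7 to 202 higher and 26 to 90 lower. The array weights were lowest for PPy/I+SW/EE replicate 3 (0.467) and highest for replicate 2 of that group (2.33).

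For PPy/I+SW/EE against PPy/I (10 higher, 21 lower) they were 6 and 12 with the methods' ANOVA, 6 and 13 with the plain t-test, 6 higher with probe sets under the median left out, 5 higher with 1 probe set per gene symbol, and 33 and 34 lower with biweight averages without and with an intensity trend. They were 133 and 142 at a fold change of 1.5, 6 and 12 at p under 0.01, and 0 and 8 at a fold change of 4. Without 1 array they were 9 to 37 higher and 20 to 127 lower. Probe sets higher after both treatments (6) were 1 with the methods' ANOVA or the plain t-test, 23 with array weights, 0 with 1 probe set per gene symbol, 10 with biweight averages and a trend, and 1 to 61 without 1 array. Those lower after both (0) were 2 with array weights, 1 with either biweight setting, and 0 to 12 without 1 array.

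Of the probe sets called in each comparison (53, 41 and 31), the methods' ANOVA also called 17, 17 and 18, and the plain t-test 39, 10 and 19. Of the increased genes of Table S1, 26 met the criterion, 6 with the methods' ANOVA, 40 and 44 with the biweight settings, and 8 to 30 without 1 array. Of the increased genes of Table S2 it was 3, 0 with the methods' ANOVA, 1 with the plain t-test, 11 with array weights, 25 and 27 with the biweight settings, and 0 to 17 without 1 array. Of the decreased genes of Table S2 it was 12, 7 with the methods' ANOVA, 4 with the plain t-test, 20 with either biweight setting, and 5 to 19 without 1 array. Without 1 array 50, 32 and 25 to 26 of these genes had the direction of the tables.

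Tubb3 after PPy/I (log2 fold change 0.84) had an unadjusted p under 0.05 with the 2 compared groups only, the plain t-test, an intensity trend and the replicate block (0.84 in each), with array weights (0.79), and with biweight averages and a trend (1.02), and lay at 0.69 to 1.02 without 1 array. Tubb4a after PPy/I+SW/EE (0.60) had it with an intensity trend, also robust (0.60 in both), with array weights (0.85), and with biweight averages and a trend (1.13), and lay at 0.45 to 0.88. Vegfb after PPy/I+SW/EE (0.86) lost it with the 2 compared groups only, the methods' ANOVA, the plain t-test, a robust trend and either filter on dim probe sets (0.86 in each), kept it with array weights (1.02), and lay at 0.51 to 1.34 without 1 array, where it was lost without SCI replicate 1 or 2, PPy/I replicate 1 or 2, or PPy/I+SW/EE replicate 1 or 2.

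Gene lists called higher and lower (12 and 4 after PPy/I, 2 and 4 after PPy/I+SW/EE, 1 and 12 between the treatments) were 0 in every comparison with an estimated correlation or with fry. The 2 higher after PPy/I+SW/EE were 1 with the replicate block and 0 with quantile normalization, with probe sets under the median left out or without the genes of the study's tables, and the 1 higher between the treatments was 2 with the replicate block or with probe sets under the median left out. Without 1 array the counts were 9 to 13 and 1 to 5 after PPy/I, 0 to 11 and 3 to 7 after PPy/I+SW/EE, and 0 to 6 and 8 to 13 between the treatments. The neuron markers and the presynaptic genes after PPy/I had an adjusted p of 0.482 with an estimated correlation, 0.605 with fry and 0.875 with its mixed test, and of 4.87e-24 to 4.69e-06 and 1.15e-22 to 1.57e-06 without 1 array. After PPy/I+SW/EE the endothelial markers had 0.487, 0.544 and 0.840 in these tests and 1.45e-07 to 0.00256 without 1 array, and the hemoglobin genes 0.487, 0.544 and 0.494, 0.424 without the 4 beta globins matched to the study's tables, and 1.48e-08 to 0.00541 without 1 array. Without the adult alpha globins as well it was 0.593 with the direction turned, for a list that then held only embryonic and fetal globins and does not test the adult genes.

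Directions turned in the fits without 1 array for these lists. After PPy/I they were the microglia and macrophage markers (adjusted p 0.0163 without SCI replicate 3, range 0.0163 to 0.995), the nuclear-retained and intron-retaining transcripts (0.730 without SCI replicate 2, range 3.11e-08 to 0.730) and the oxidative phosphorylation genes (0.980 without SCI replicate 3, range 6.10e-04 to 0.980). For PPy/I+SW/EE against SCI they were the fibroblast and fibrotic scar genes (0.00694 without PPy/I+SW/EE replicate 3, range 1.80e-04 to 0.773), the neuron markers (0.498 without PPy/I+SW/EE replicate 1, range 7.52e-22 to 0.679) and the presynaptic genes (0.358 without the same array, range 7.40e-21 to 0.679). Between the treatments they were the fibroblast genes (0.0483 without PPy/I replicate 2 and 3.32e-05 without PPy/I+SW/EE replicate 3, highest 0.964) and, without PPy/I+SW/EE replicate 3, the myelin genes (0.597, range 0.00148 to 0.597), neuron markers (0.0457, lowest 1.40e-14), postsynaptic genes (0.00104, range 8.04e-06 to 0.729), presynaptic genes (0.0475, lowest 3.47e-16) and voltage-gated ion channels (0.0248, range 2.07e-08 to 0.277). Of 158 differences of single genes with an unadjusted p under 0.05, 67 kept it with the methods' ANOVA and 72 with the plain t-test, and no single gene turned its direction while called.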

Differences from the paper's values

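Values of the paper are marked as the paper's, and the alternatives named were set before the data were examined, except the biweight averages. For PPy/I the paper's number of genes changed is 82, against 53 probe sets here at the thresholds of the methods (a fold change over 2 and p under 0.05). The alternatives within 1.5 times of the paper's were the 2 compared groups only (83), the plain t-test (58), an intensity trend (57), array weights (71), the replicate block (58), and the fits without SCI replicate 1 (65), 2 (63) or 3 (112), PPy/I replicate 1 (91), or PPy/I+SW/EE replicate 1 (72) or 3 (83). The others were not: the methods' ANOVA (17), a robust trend (45), the filters on dim probe sets (42 and 47), quantile normalization (48), centring (50), 1 probe set per gene symbol (33), the fits without PPy/I replicate 2 (53) or 3 (41) or PPy/I+SW/EE replicate 2 (50), a fold change of 1.5 (402), p under 0.01 (18) and a fold change of 4 (2). For the genes decreased by PPy/I, the paper's number is 17, against 8 here, and of the alternatives set beforehand only the fits without SCI replicate 1 (19), SCI replicate 3 (24), PPy/I replicate 1 (17) or PPy/I replicate 2 (15) came within 1.5 times, as did the biweight averages (14, and 16 with an intensity trend).

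For PPy/I+SW/EE the paper's number of genes changed is 84, against 41 here, and array weights (123) and the fits without PPy/I+SW/EE replicate 1 (64) or 2 (61) came within 1.5 times, while no other alternative set beforehand did. The paper's number of genes increased is 41, against 12 here, and the fits without PPy/I+SW/EE replicate 1 (36) or 2 (32) came within 1.5 times, and no other alternative set beforehand. The number changed by both treatments is about 10 in Fig. 2, read by eye, against 6 here. For it the 2 compared groups only (8), an intensity trend (7), the replicate block (8), and the fits without SCI replicate 1 (15), PPy/I replicate 3 (7) or PPy/I+SW/EE replicate 2 (8) came within 1.5 times, and the other alternatives set beforehand did not.

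With fold changes from Tukey's biweight averages and an intensity trend, chosen after seeing the values, 62 probe sets were higher and 16 lower after PPy/I (78), 41 were higher and 41 lower after PPy/I+SW/EE (82), and 11 were changed by both; this setting calls 44 of the 50 matched increased genes of the paper's Table S1, 27 of 32 increased and 20 of 27 matched decreased genes of Table S2 (alpha globins not matched), and so drops 6, 5 and 7 of them. Without the trend the biweight averages gave 72, 75 and 9. Of 109 genes of the paper's tables with a value here, 108 had the same sign, and the fold change lay within 1.1 times of the paper's for 22 with means and for 104 with biweight averages.

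The fold change of Plppr2 after PPy/I is 3.15 in the paper's Table S1 and 2.03 here (2.16 with array weights, 2.56 without SCI replicate 3 and 2.52 without PPy/I replicate 1, which are within 1.5 times, as is 3.15 with biweight averages, chosen after seeing the values). The fold change of Unc5b after PPy/I+SW/EE is 3.26 in the paper's Table S2 and 2.03 here (2.46 with array weights, 2.59 without SCI replicate 3 and 2.61 without PPy/I+SW/EE replicate 3, which are within 1.5 times, as is 3.26 with biweight averages). The other alternatives set beforehand did not come within 1.5 times for these genes. In the same table the paper's fold change of Dpysl3 is -2.13, against 1.37 here, that of Fhit is -2.28, against -1.09, and that of Gpcpd1 is -3.72, against -1.75, and no alternative came within 1.5 times of these.

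The paper's fold changes of Tubb3 (2.03), Tubb4a (2.18) and Vegfb (2.04) are given as increased genes, and the values here are 1.79, 1.51 and 1.82, under the criterion. The biweight averages, chosen after seeing the values, gave 2.03, 2.18 and 2.04, and with an intensity trend all 3 met the criterion. Among the alternatives set beforehand, Tubb3 met it without PPy/I replicate 1 (log2 fold change 1.02), and Vegfb met it with array weights (1.02) and without SCI replicate 3 (1.34), while Tubb4a met it in none. The results text names an adjusted p, at which limma, the methods' ANOVA and the plain t-test called 0 probe sets here. The paper's text gives Slc8a3 as increased after both treatments, and its log2 fold change here was 0.44 after PPy/I and -0.03 after PPy/I+SW/EE. The title of Table S6 gives the genes behind the hemoglobin terms as up-regulated, while 6 adult hemoglobin genes fell here and the paper's Table S2 also gives hemoglobin genes as decreased. The decreased genes of Table S1 are the same as those of Table S2 in 43 of 43 lines, so the paper's decreased genes for PPy/I could not be compared. The paper's text gives Slc35b3 as increased after PPy/I+SW/EE and its Table S2 as decreased, and no probe set carries that symbol. The paper names Adam8 as increased, and no probe set carries that symbol.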

Other observations

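After PPy/I, inflammation genes and apoptosis genes stood slightly lower than after SCI alone. Among inflammation genes, 20 of 28 lay below SCI (adjusted p = 0.0138, and adjusted p = 0.482 with an estimated correlation), Ccl9 fell at the study's criterion, and Ccl3, another chemokine, had a log2 fold change of -0.94. Apoptosis genes had a median of -0.06, with 17 of 26 below SCI (adjusted p = 0.0450, and adjusted p = 0.482 with an estimated correlation), a call that ended without SCI replicate 1 (0.0557), SCI replicate 3 (0.305), PPy/I replicate 2 (0.0577) or PPy/I replicate 3 (0.222), or with probe sets under the median left out (0.361). Fas, a death receptor, had -0.72, and Bcl2l11, a promoter of cell death, had -0.52, neither past the criterion. The adjusted p of microglia and macrophage markers was 0.526 after PPy/I and 0.404 after PPy/I+SW/EE, that of complement genes 0.505 and 0.912, that of neutrophil markers 0.917 and 0.972, and that of lymphocyte markers 0.255 and 0.972, so none of these lists was called with all arrays. Several depended on 1 array: after PPy/I the microglia list was called lower without SCI replicate 2 (0.0200) and higher without SCI replicate 3 (0.0163), the complement list higher without SCI replicate 3 (0.0163), and the lymphocyte list lower without SCI replicate 2 (0.0492), and after PPy/I+SW/EE the microglia list was called higher without SCI replicate 3 (2.18e-04) or PPy/I+SW/EE replicate 1 (0.00940).

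Nuclear-retained and intron-retaining transcripts stood lower after PPy/I+SW/EE (adjusted p = 1.44e-08, and adjusted p = 0.993 with an estimated correlation), with Wsb1 and Pnisr falling by 1.22 and 1.03 on the log2 scale at the study's criterion. The p of Wsb1 was 0.05 or more without SCI replicate 1 (0.0998) or 2 (0.202), PPy/I replicate 1 (0.0578), or PPy/I+SW/EE replicate 1 (0.0794) or 2 (0.134), and that of Pnisr without SCI replicate 1 (0.0699) or 2 (0.176) or PPy/I+SW/EE replicate 1 (0.0865) or 2 (0.0950). Without SCI replicate 2 the log2 fold change was -0.70 for Wsb1 and -0.50 for Pnisr, and that of Pnisr was -1.55 without SCI replicate 3. Among immediate early genes (median -0.00, adjusted p = 0.340), Zfp36, which destabilizes mRNA of cytokines, had -0.91 (standard error 0.18) without meeting the criterion. Astrocyte markers (adjusted p = 0.738 after PPy/I and 0.972 after PPy/I+SW/EE), reactive astrocyte and glial scar genes (0.853 and 0.972), fibroblast and fibrotic scar genes (0.694 and 0.731), oligodendrocyte precursor markers (0.705 and 0.404), ependymal and cilium genes (0.884 and 0.317), Schwann cell markers (0.848 and 0.226), dorsal root and sensory neuron genes (0.705 and 0.972), skeletal muscle markers (0.420 and 0.939), and housekeeping genes (0.969 and 0.972) were not called in either comparison with SCI with all arrays. The fibroblast list was called higher without PPy/I+SW/EE replicate 1 (1.80e-04) and lower without PPy/I+SW/EE replicate 3 (0.00694) after PPy/I+SW/EE, and higher without PPy/I replicate 2 (0.0181) after PPy/I. For PPy/I+SW/EE, the precursor markers were called higher without SCI replicate 3 (0.00932), the Schwann cell markers lower without SCI replicate 2 (0.0210), and the immediate early genes lower without PPy/I+SW/EE replicate 3 (0.0414).

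Several genes that the paper discusses from other assays or background were measured on the arrays. Gfap, the astrocyte filament, was at 19.43 in SCI, 19.40 in PPy/I and 19.44 in PPy/I+SW/EE, near the highest value on the arrays, where a difference is hard to see, so these levels do not tell whether Gfap changed. The log2 fold changes after PPy/I and PPy/I+SW/EE were -0.28 and -0.25 for Id2, -0.12 and -0.39 for Pax3, and -0.30 and -0.20 for Bdnf, with an unadjusted p of 0.05 or more in each. Bdnf had means of 4.88 in SCI, 4.58 in PPy/I and 4.68 in PPy/I+SW/EE, under the lowest negative control median (5.02). Its values therefore do not tell whether it changed.

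Ncbp2 was at 8.16 to 8.23 in 3 arrays (PPy/I replicates 1 and 2 and PPy/I+SW/EE replicate 1) and at 5.16 to 6.04 in the other 6, with a gap of 2.12 between them.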
